# The oxidative demethylase ALKBH3 marks hyperactive gene promoters in human cancer cells

**DOI:** 10.1186/s13073-015-0180-0

**Published:** 2015-06-30

**Authors:** Robert Liefke, Indra M. Windhof-Jaidhauser, Jochen Gaedcke, Gabriela Salinas-Riester, Feizhen Wu, Michael Ghadimi, Sebastian Dango

## Abstract

**Background:**

The oxidative DNA demethylase ALKBH3 targets single-stranded DNA (ssDNA) in order to perform DNA alkylation damage repair. ALKBH3 becomes upregulated during tumorigenesis and is necessary for proliferation. However, the underlying molecular mechanism remains to be understood.

**Methods:**

To further elucidate the function of ALKBH3 in cancer, we performed ChIP-seq to investigate the genomic binding pattern of endogenous ALKBH3 in PC3 prostate cancer cells coupled with microarray experiments to examine the expression effects of ALKBH3 depletion.

**Results:**

We demonstrate that ALKBH3 binds to transcription associated locations, such as places of promoter-proximal paused RNA polymerase II and enhancers. Strikingly, ALKBH3 strongly binds to the transcription initiation sites of a small number of highly active gene promoters. These promoters are characterized by high levels of transcriptional regulators, including transcription factors, the Mediator complex, cohesin, histone modifiers, and active histone marks. Gene expression analysis showed that ALKBH3 does not directly influence the transcription of its target genes, but its depletion induces an upregulation of ALKBH3 non-bound inflammatory genes.

**Conclusions:**

The genomic binding pattern of ALKBH3 revealed a putative novel hyperactive promoter type. Further, we propose that ALKBH3 is an intrinsic DNA repair protein that suppresses transcription associated DNA damage at highly expressed genes and thereby plays a role to maintain genomic integrity in ALKBH3-overexpressing cancer cells. These results raise the possibility that ALKBH3 may be a potential target for inhibiting cancer progression.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13073-015-0180-0) contains supplementary material, which is available to authorized users.

## Background

Genomic DNA is continuously subjected to various harmful insults, such as UV light, ionizing radiation, or nucleic-acid modifying compounds, resulting in thousands of DNA alterations in each cell every day [1]. Such lesions can lead to DNA damage, which in turn favors mutagenesis, carcinogenesis, inflammation, and aging [2–5]. Accordingly, cells have multiple mechanisms to reverse damaging DNA modifications. In particular, DNA alkylation, a process of methylating specific nucleic acids, often requires repair to maintain genomic integrity. Alkylating agents are found ubiquitously in the environment, but DNA can also be alkylated as a natural by-product of cellular metabolism [6, 7]. For example, the universal methyl donor S-adenosylmethionine non-enzymatically methylates DNA [8, 9]. Alkylating agents preferentially attack single-stranded DNA (ssDNA) in the genome due to its higher accessibility [10–13], and some DNA modifications such as 1-methyladenine (1-meA) and 3-methylcytosine (3-meC) are primarily generated in ssDNA, because these positions are shielded in double-stranded DNA (dsDNA) [6].

DNA alkylation can be removed by base-excision repair (BER), direct reversal by methylguanine methyltransferase (MGMT), and dealkylation via the AlkB family [6, 7]. The AlkB enzymes belong to a large family of non-heme Fe(II) and 2-oxoglutarate-dependent dioxygenases, which catalyze numerous biological reactions, such as proline hydroxylation and histone demethylation [14]. AlkB was original discovered in *E. coli*, where it demethylates 1-methyladenine (1meA) and 3-methylcytosine (3meC) by oxidation of the N-linked methyl moiety. This reaction creates an unstable methyl-iminium intermediate that spontaneously hydrolyzes into formaldehyde and the non-alkylated base [15–17]. In mammalians, at least nine ALKB family members are known (ALKBH1-8 and FTO). DNA damage dealkylation reactions are mainly catalyzed by ALKBH2 and ALKBH3 [16]. Notably, ALKBH2 preferentially demethylates dsDNA while ALKBH3 demethylates ssDNA and RNA substrates, modified by 3-meC or 1-meA [16, 18, 19]. Since these modifications are predominantly generated in ssDNA and RNA, it has been proposed that the ALKBH3 repair function could be linked to transcription [6, 20]. Incomplete removal of DNA alkylation leads to DNA damage, resulting in cell cycle arrest, inflammation and apoptosis [3–5, 21]. Induction of DNA alkylation by chemotherapeutic agents is a common strategy in cancer treatment to prevent cancer cells from dividing and proliferating [22]. Enzymes that facilitate DNA alkylation damage repair, such as ALKBH2 and ALKBH3, can contribute to resistance to this treatment and insights into their molecular function could provide the basis for developing more efficient cancer therapies [23].

Recently, we described the cooperativity of ALKBH3 and the ASCC3 DNA helicase complex to promote DNA alkylation damage repair in various cancer cells. ALKBH3 knockdown causes elevated levels of 3-meC accompanied by increased DNA damage response (DDR) and reduced cell proliferation [24]. However, the mechanisms of *in vivo* genomic targeting of ALKBH3 are not yet fully understood.

Herein, using chromatin immunoprecipitation experiments followed by massively parallel sequencing analysis (ChIP-seq) we find that in PC3 prostate cancer cells ALKBH3 binding is enriched at transcription associated genomic loci, where ssDNA is accessible. Specifically, we find ALKBH3 bound at active gene promoters, enhancers, and regions with putative quadruplex DNA. Unexpectedly, ALKBH3 binds strongly to the initiation sites of some particularly highly expressed gene promoters. Interestingly, these promoters are bound by an unusually large number of transcriptional regulators, indicating a highly regulated ‘hyperactive’ promoter class. However, we find that loss of ALKBH3 does not directly affect expression of ALKBH3 occupied genes, suggesting a transcription unrelated function of ALKBH3. Instead, upon ALKBH3 knockdown we observe an increased expression of genes involved in inflammatory pathways, which could be a downstream effect of elevated DNA damage after ALKBH3 depletion [24, 25]. The genomic localization of ALKBH3 at transcription-related loci raises the possibility that ALKBH3 could have a role in suppressing transcription-associated DNA damage to preserve the genomic integrity.

## Methods

### Cell culture and viral transduction

U2OS, 293 T, NCI-H23, and PC3 cells were obtained from the American Type Culture Collection (ATCC) and maintained as previously described [24]. ShRNAs constructs, preparation of viruses and cell transduction have been described previously [24]. Cells infected with lentiviral shRNAs were selected after infection with puromycin (1 μg/mL) for at least 48 h.

### Antibodies

Rabbit anti-ALKBH3 antibodies were obtained from Millipore (Catalog #09-882).

### Immunofluorescence (IF)

U2OS and PC3 cells were used for IF and were maintained as described previously [24]. The cells were infected with the indicated lentiviral shRNAs and plated onto coverslips. Cells were then fixed with PBS (ph 7.4) containing 3.2 % paraform for 20 min, washed extensively with IF wash buffer (1X PBS containing 0.5 % NP-40 and 0.02 % NaN_3_), then incubated with blocking buffer (IF wash buffer with 10 % fetal bovine serum), and finally stained with anti-rabbit-ALKBH3 (Millipore) diluted in blocking buffer. Secondary antibodies (goat anti-rabbit Alexa Fluor 488) were from Millipore.

### RNAi experiments, microarray analysis, and qRT-PCR

Lentiviral shRNA against ALKBH3, ALKBH2, and GFP as control were used as described before [24]. Briefly, lentiviral production was carried out in 293 T cells and target cells were infected for 48 h followed by selection with puromycin for 48 h or 96 h. RNA extracted from ALKBH3 knockdown and control cells were sent to Transcriptome Analysis Laboratory (TAL, University Medical Center, Göttingen) for expression analysis. Microarrays were done using the ‘Low RNA Input linear Amplification Kit Plus, One Color’ protocol (Agilent Technologies, Cat. No.: 5188–5339) and the Agilent RNA Spike-In Kit for One color (Agilent Technologies, Cat. No.: 5188–5282) following the manufacturer’s standard protocol. Global gene expression analysis was applied using the Human Gene Expression 4x44K v2 Microarray Kit (Agilent Technologies, Cat. No.: G4845A). 200 ng of total RNA from each sample from PC3 cells were used as a starting material to prepare cDNA. The hybridizations were performed for 17 h at 10 rpm and 65 °C in the Hybridization Oven (Agilent). Washing and staining of the arrays were done according to the manufacturer’s recommendation. Cy3 intensities were detected by one-color scanning using an Agilent DNA microarray scanner (G2505B). Intensity data were extracted using Agilent’s Feature Extraction (FE) software (version 10.5.3.1) including a quality control based on internal controls using Agilent’s protocol GE1_107_Sep09. A subset of genes from microarray results was verified by qRT-PCR (Fig. 3d). For RT-PCR, cells were infected with lentivirus shRNA against ALKBH3 or GFP and selected with puromycin. qRT-PCR was performed using the One-Step Sybr No Rox Kit from Bioline on a CFX384 Real-Time System (Bio-Rad). Primers are shown in Table S1 (Additional file 1).

### ChIP and ChIP-Seq

Chromatin was prepared from PC3 cells as previously described [26], except that it was sonicated to 200 base pairs (bp). Chromatin was incubated with total of 6 μg specific antibodies against ALKBH3 (Millipore) or IgG (Abcam) overnight at 4 °C and then mixed with 50 % slurry protein A beads (Millipore) for 1 h at 4 °C. The beads were washed extensively, de-cross-linked at 65 °C, and treated with RNase A and proteinase K. Samples were next subjected to phenol-chloroform extraction and precipitated with ice-cold ethanol. Libraries were constructed of 50 ng of ChIP’d DNA following Illumina’s® protocol and sequenced using an Illumina Genome Analyzer before being further analyzed bioinformatically. Analysis of DNA via qRT-PCR was performed as described above, with gene-specific primers (Additional file 1: Table S2).

### Bioinformatic analysis

Microarrays were normalized and analyzed using the limma package for Bioconductor [27, 28]. ChIP-Seq data (Additional file 1: Table S3) were mapped to human genome hg19 using bowtie version 1.0 [29], allowing one mismatch (n = 1) and maximal three possible alignments (m = 3). All subsequent analyses of ChIP-Seq data were performed using the Cistrome platform [30, 31] (Galaxy Code 2014.5.5). If possible, data were also directly uploaded into Cistrome from the GEO database. For Promoter definition, RefSeq genes were downloaded from the UCSC Genome Browser. After removal of duplicates with identical transcription start site, 31,296 promoters, including genes with alternative transcription start sites, were used for analysis. Promoters with weakly bound ALKBH3 were identified using the k-means clustering function within the heatmap feature in Cistrome. Enhancers were defined as overlapping peaks (called by MACS with *P* value 1e-05) of H3K4me1 and H3K27ac (from LNCaP cells), which do not overlap with promoters (−1,000/+1,000). ETS transcription factor bindings sites were called using MACS with a cutoff *P* value of 1e-05. Promoters overlapping with an ETS binding site were considered as ETS factor bound promoters. Predicted G4 DNA sites were downloaded from [32] and converted to hg19. Only sites that are not at promoter or enhancers sites were used for analysis. CpG islands and Transcription factor binding sites (TfbsClusteredV3) were downloaded from the UCSC table browser. A promoter transcription factor binding event has been defined as an overlap of a clustered transcription factor binding site with a promoter site. For TATA-box analysis, conserved transcription factor binding sites (tfbsConsSites) were downloaded from UCSC browser. Conserved TBP bindings sites (V$TBP_01) overlapping with promoter sites were considered as TATA-Box. The counting of the ChIP-Seq tags at each promoter was done using a custom R script for Bioconductor.

### Accession numbers

ChIP-Seq and Microarray data are available at the GEO repository with the accession numbers GSE57568 and GSE57591.

### Statistical analyses

The significance of the data was either calculated by Cistrome, via unpaired Student’s *t*-tests, or has been evaluated using hypergeometric probability tests.

## Results

### ALKBH3 occupies ubiquitously expressed promoters in PC3 cells

Our previous work showed that ALKBH3 depletion in PC3 prostate cancer cells increases global 3-meC levels and induces H2A.X phosphorylation as well as 53BP1 foci formation [24], demonstrating the occurrence of systemic DNA damage. To gain further genome-wide insights into the DNA repair function of ALKBH3, we performed ChIP-seq experiments in PC3 cells using specific anti-ALKBH3 antibodies. First, we performed Model-based Analysis for ChIP-Seq (MACS) (cutoff *P* value: 1e-04) within the Cistrome platform [30, 31] to identify 423 high confidence ALKBH3 binding sites. ALKBH3 predominantly occupies promoters and regions downstream of the transcription start site (TSS) (5′-UTR), but is excluded from introns and other genomic regions (Fig. 1a). Out of the 423 peaks, 354 are present at known promoters. Further analysis using Cistrome revealed that ALKBH3 is weakly bound but enriched at more than 4,000 additional promoters. We segregated ALKBH3 bound promoters into two groups (I and II) depending on the ALKBH3 binding strength (Figs. 1b, 4a). At these promoters ALKBH3 localizes around the TSS (Fig. 1c). We confirmed the specificity of the antibody via immunofluorescence and ChIP experiments in ALKBH3 knockdown cells (Fig. 1d-f, and Additional file 1: Figure S1a and b). Interestingly, the *ALKBH3* gene promoter is bound by the ALKBH3 protein (Fig. 1f, left panel) and belongs to the promoter group I with strong ALKBH3 enrichment.

**Fig. 1:**
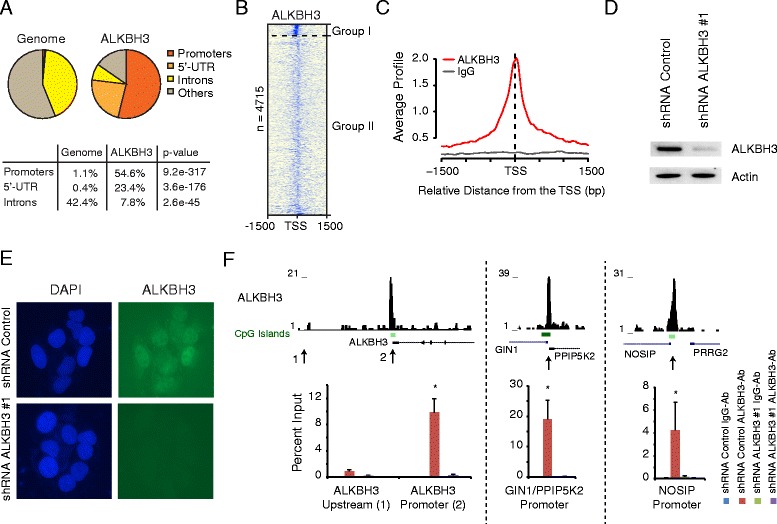
ALKBH3 localizes genome-wide at promoters. **a** High confident (MACS-called) ALKBH3 ChIP-seq peaks are enriched at promoters but are depleted from inter- and intragenic regions. **b** Heatmap of all (including non-MACS called) ALKBH3 bound promoters. Two major groups of ALKBH3 promoters (group I and group II), with substantial different binding properties, have been identified (see also Fig. 4a). **c** ALKBH3 profile at all bound promoters in comparison to ChIP-Seq with control IgG. **d** ALKBH3 shRNA #1 infected PC3 cells have reduced protein levels of ALKBH3, compared to control cells. **e** Immunofluorescence of ALKBH3 in U2OS cells infected with control shRNA or ALKBH3 shRNA #1 demonstrating the specificity of the ALKBH3 antibody. **f** High confidence peaks at three example genes (including the *ALKBH3* gene itself). The ChIP-Seq results have been validated by ChIP qRT-PCR. The enrichment is strongly reduced in the knockdown cells. (* = *P* <0.05). See also Additional file 1: Figure S1

In order to examine the general properties of ALKBH3 bound promoters, we compared ALKBH3 binding with publicly available datasets for histone marks, bound proteins, and other features (Additional file 1: Table S3). To examine ALKBH3’s role in cancer we preferentially used data from prostate (for example, LNCaP) or other human cancer cell lines. ALKBH3 bound promoters have elevated gene expression (Fig. 2a), are enriched for CpG islands (Fig. 2b), are bound by multiple transcription factors (TFs) (Fig. 2c), and are enriched for the active histone mark H3K4me3 (Fig. 2e) and RNA Polymerase II (Fig. 2f). In addition, ALKBH3 bound promoters are depleted for the TATA-Box and have highly ordered nucleosome positioning (Fig. 2d and g). These properties are typically found at ubiquitously expressed, house-keeping promoters [33] and gene ontology analysis using DAVID [34] confirmed a strong enrichment of genes involved in general cellular processes, such as translation, RNA processing, and cell metabolism (Fig. 2h). A motif search identified the ETS transcription factor binding motif to be most significantly enriched (Fig. 2i), suggesting that genes occupied by ALKBH3 are possibly activated by one or several ETS factors (Additional file 1: Figure S2), which are often over-expressed in prostate cancer [35, 36]. However, other TFs binding motifs are highly enriched as well (Fig. 2i), supporting the general conclusion that ALKBH3 bound promoters are strongly regulated and transcriptionally active.

**Fig. 2:**
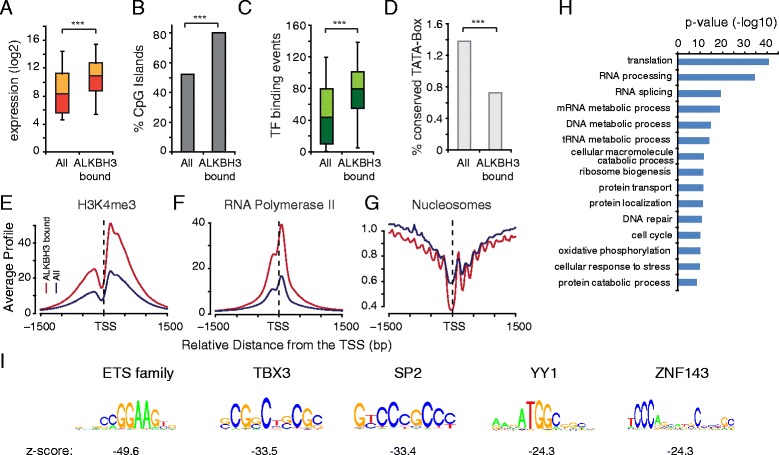
ALKBH3 bound promoters have characteristics of ubiquitously expressed gene promoters. ALKBH3 bound promoters have high expression levels (**a**), often a CpG island (**b**), higher numbers of bound transcription factors (**c**), reduced occurrence of the TATA-Box (**d**), high levels of H3K4me3 (**e**), and RNA polymerase II (**f**) as well as highly order nucleosome positioning (**g**). **h** Gene ontology shows enrichment of general cellular processes. **i** The most strongly enriched transcription factor motifs found at ALKBH3 bound promoters. Significance in (a) and (c) has been calculated via an unpaired Student’s *t*-test. In (b) and (d) the significance has been evaluated using a hypergeometric probability test. The whisker-box plots represent the lower quartile, median and upper quartile of the data with 5 % and 95 % whiskers. TF = Transcription Factor. (*** = *P* <0.001)

### Depletion of ALKBH3 induces an inflammatory response

Previous work for ALKBH1, ALKBH2, and ALKBH4 suggested that oxidative DNA demethylases could be directly involved in gene regulation [37–39]. 

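PC3 prostate cancer cells were infected with lentivirus carrying an shRNA against ALKBH3 or, as control, against GFP, and RNA was extracted after selection with puromycin. Each of the 4 combinations of shRNA and time point was measured on 1 Agilent single-colour array, so the 2 time points are the only repeat of each shRNA and the small number of arrays limits the precision. Both arrays of a time point lay on the same slide, so a difference between slides cannot be separated from a difference between time points, whereas each comparison of the shRNAs is made within a slide. A fit with 1 array left out loses this pairing, so the change between time points enters its fold changes. The authors deposited the intensity of every spot after background subtraction on the array itself, without normalization between arrays. These intensities were converted to log2 and each array was centred on its 75th percentile, so that every signal below is a log2 value relative to that percentile. Spots that the image software marked as poor were removed, spots of the same probe were averaged, and probes whose signal was well above background on both arrays of at least 1 shRNA were tested. Gene symbols came from the accessions in the array annotation, matched to the RefSeq gene table of GRCh38.p14, which named 24910 of 34127 probes. A gene was represented by its tested probe with the highest mean signal, which left 14556 genes. The groups were compared with limma, 2 arrays against 2. Signal was well above background for between 67.0% and 70.9% of the probes on an array, and replicate spots of a probe differed with a median SD of between 0.076 and 0.085 on the log2 scale. The median absolute log2 difference between the shRNAs was 0.15 at 48 h and 0.14 at 96 h, while the 2 control arrays differed by 0.18 and the 2 ALKBH3 shRNA arrays by 0.19. The signal of ALKBH3 itself was -0.74 with control shRNA and -2.48 with ALKBH3 shRNA at 48 h, and -0.89 and -2.41 at 96 h. This is a log2 fold change of -1.74 at 48 h and -1.51 at 96 h, and of -1.63 over all 4 arrays (standard error 0.12, limma adjusted p = 0.253). With time point as a replicate block the adjusted p was 0.0264, and with each array left out in turn the log2 fold change stayed between -1.70 and -1.55. A second ALKBH3 probe had a log2 fold change of -2.03 at 48 h and -2.07 at 96 h.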

To address if ALKBH3 affects target gene transcription, we knocked down ALKBH3 and extracted mRNA for microarray analysis at two different time points after selection (48 h and 96 h). We consistently identified 150 upregulated and 58 downregulated genes (Fig. 3a). However, unlike ALKBH1 [39] or ALKBH2 [38] depletion, genes bound by ALKBH3 did not show any significant expression level changes upon ALKBH3 knockdown (Fig. 3b).

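With the cutoffs stated for Fig. 3a, a 2-fold change and an unadjusted p below 0.05, 151 genes were higher and 34 genes were lower after ALKBH3 knockdown. All 151 were higher and all 34 were lower at both time points, and 90 of the 151 and 20 of the 34 changed at least 2-fold at each of them. Across the 14556 genes, which are not independent replicates, the fold change at 48 h and that at 96 h had a Pearson correlation of 0.673 and the same sign for 70.2% of the genes. No gene passed a Benjamini-Hochberg adjusted p of 0.05 in limma, where the smallest adjusted p was 0.0673. An unadjusted p below 0.05 was found for 1213 genes, against 728 if p-values without any effect were spread evenly. This fit counts the change between time points as noise, so 728 is likely too high for chance. Groups that each mix the shRNAs and the time points gave 9 such genes, though their noise also holds the shRNA difference. The count past the adjusted p was also 0 with an unpaired Student test on the same values, whereas limma with time point as a replicate block placed 431 higher and 218 lower genes past it and gave 193 and 40 at the cutoffs of Fig. 3a. With a fold cutoff of 1.5 the counts were 415 and 187, the largest of any setting. At the 2-fold cutoff the count of higher genes was lowest with the unpaired Student test, at 45, and highest without the 96 h array of ALKBH3 shRNA, at 381. It was 255 without the 48 h control array and 260 without the 48 h array of ALKBH3 shRNA. The count of lower genes was 54 without the 48 h control array, 80 without the 96 h control array and 90 without the 48 h array of ALKBH3 shRNA.

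**Figure D1:**
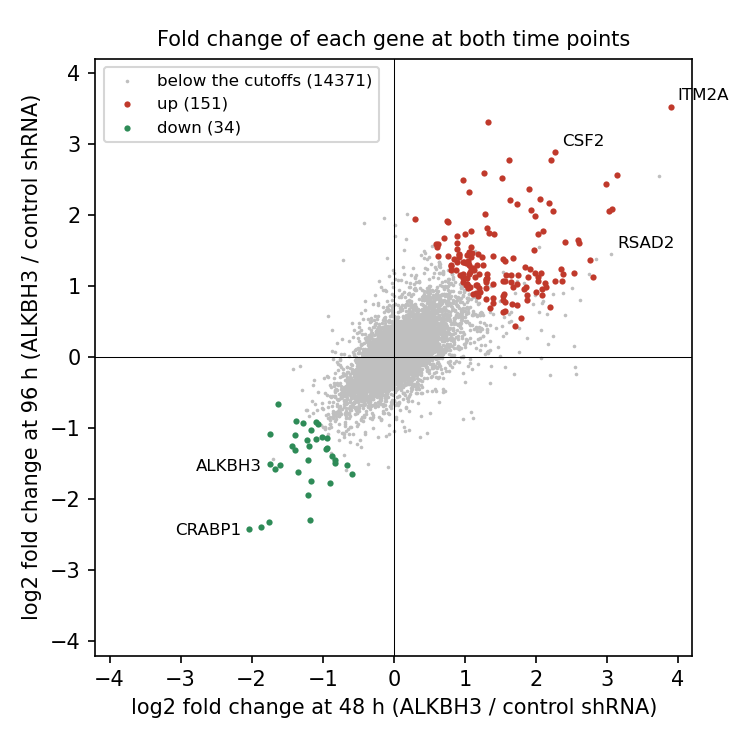
Log2 fold change (ALKBH3 shRNA over control shRNA) at 48 h on the horizontal axis against that at 96 h on the vertical axis, with 1 point for each gene. The 151 higher genes (red) lie in the upper right of the plot and the 34 lower genes (green) in the lower left, each from 1 array per shRNA and time point.

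CSF2, which encodes the cytokine GM-CSF, had a signal well above background on all 4 arrays and a log2 fold change of 2.27 at 48 h and 2.89 at 96 h and of 2.58 over all arrays (standard error 0.23, limma adjusted p = 0.253). The limma adjusted p of CSF2 was 0.0264 with time point as a replicate block. Its log2 fold change stayed between 1.98 and 2.60 under the other settings, and between 2.29 and 2.87 with each array left out. In 35 of the 151 higher genes the signal was not well above background on either control array. For these the fold is given as a lower limit, computed against the weakest signal that counted as well above background on the same array. ITM2A was at least 3.67-fold higher, TSBP1 at least 2.25-fold, CCL20 at least 1.81-fold and RP1 at least 1.69-fold, limits that do not rank them against CSF2. These 4 genes were no longer past the cutoffs after normexp background correction, with or without quantile normalization, nor were TSBP1 (0.98) and RP1 (0.92) with the values as normalized by the authors. TSBP1 is represented by another probe with no filter on dim probes, with a log2 fold change of -0.11, without the 48 h control array, with one of -1.17, and without the 96 h array of ALKBH3 shRNA, with one of -0.05. Among the lower genes were CRABP1, with a log2 fold change of -2.23 (standard error 0.35, limma adjusted p = 0.330), HLF, with -2.13, and MYB, with -2.04, all with signal well above background on every array. For CRABP1, HLF and MYB the limma adjusted p was 0.0264 each with time point as a replicate block. FAM20A had a log2 fold change of -1.74 and did not pass in that fit (limma adjusted p = 0.0528). Its other probe had -1.01, and the gene was not past the cutoffs without the 48 h control array (-1.45). Nor was it past them without the 96 h array of ALKBH3 shRNA (-0.90) or with no filter.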

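Of the promoters bound by ALKBH3, only those of group I are listed by gene, in Table S4, and the group II genes are not analysed here. The table lists 266 genes, of which 260 were matched by symbol and chromosome. ALKBH3 is among them and was left out as the target of the shRNA, and 247 of the other 259 were tested. Their median log2 fold change was -0.012, with quartiles of -0.11 and 0.07, while the median of all genes was -0.0030, with quartiles of -0.12 and 0.13. Of the group I genes, 116 were higher and the rest lower after knockdown. The median lay within the 95% range of 10000 random lists of the same size with similar mean signal, from -0.04 to 0.01. The gene set test camera in limma, with its preset correlation of 0.01 between genes, gave an adjusted p of 0.307 over 4 lists. The median changed sign, to 0.011, when the 75th percentile was taken over the probes well above background on all 4 arrays. In limma, 8 of the 247 genes had an unadjusted p below 0.05, and 0 passed when adjusted over the list alone, as over all genes tested. With time point as a replicate block, 2 passed over all genes tested, JPX with a log2 fold change of -0.74 (limma adjusted p = 0.0305) and EMC4 with -0.55 (limma adjusted p = 0.0488), named here after their values were seen. RGS5, also singled out after its values were seen, was the only group I gene past the cutoffs of Fig. 3a. Its log2 fold change was 1.39 at 48 h and 0.76 at 96 h and 1.08 over all arrays (standard error 0.36, limma adjusted p = 0.564), and without the 48 h array of ALKBH3 shRNA or the 96 h control array 0 group I genes were among the higher genes. That number was also 0 after normexp background correction with or without quantile normalization, with the values as normalized by the authors, with the mean over the probes of a gene and with an unpaired Student test. The other 246 genes changed less than 2-fold. Among the 151 higher genes, 1 group I gene stands against 2.56 that chance would give (one-sided Fisher's exact test for fewer, p = 0.271). That test is not matched on signal: 246 of the 247 group I genes were well above background on all 4 arrays, against 96 of the 151.

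**Figure D2:**
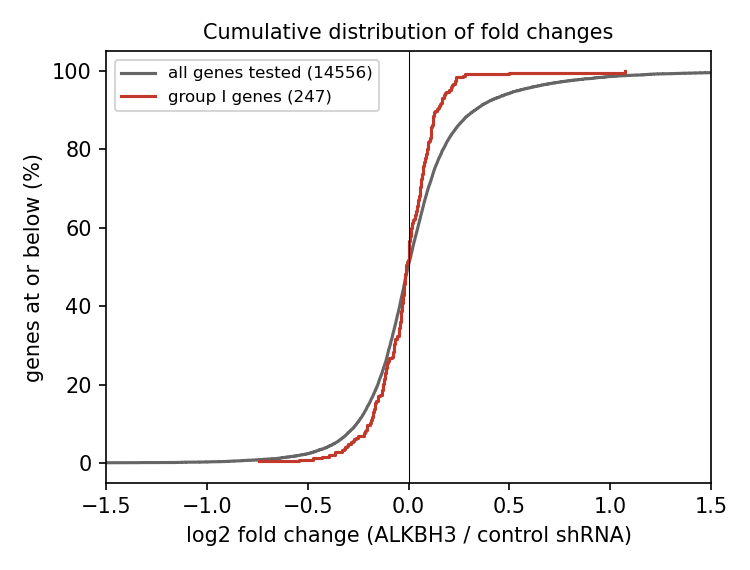
Share of genes (%) at or below each log2 fold change (ALKBH3 shRNA over control shRNA, 4 arrays) for the 247 group I genes (red) and for all 14556 genes tested (grey). The 2 lines cross near 0 and the red line is the steeper; 68 of all genes lie outside the horizontal axis.

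From the lack of significant changes at bound genes, the paper proposes that ALKBH3 does not act to regulate transcriptional activity.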

**Fig. 3:**
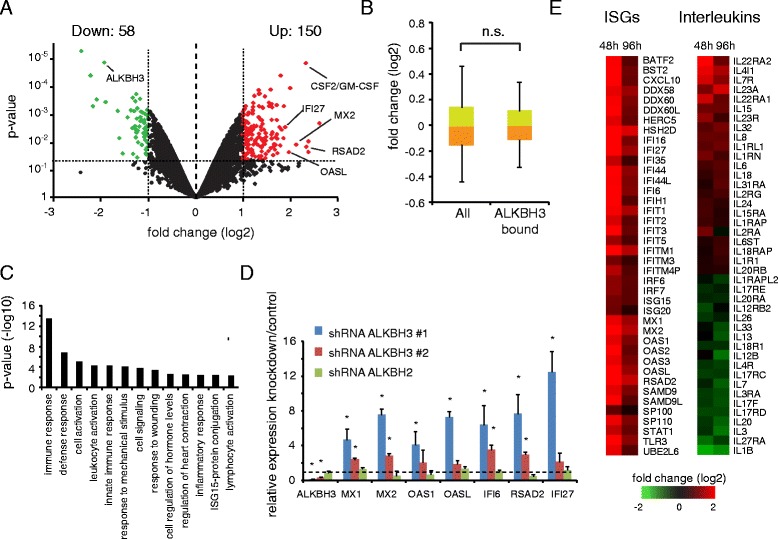
ALKBH3 depletion induces an inflammatory response. **a** Volcano plot of the microarray data after ALKBH3 knockdown. A two-fold expression change and a *P* value <0.05 were used as cutoff. **b** Gene expression does not significantly change at ALKBH3 target genes. **c** Gene ontology analysis of upregulated genes showed strong induction of inflammatory genes. **d** qRT-PCR analysis of several interferon stimulated genes (ISGs) with two independent ALKBH3 shRNAs in comparison to ALKBH2 shRNA infected cells. The data were normalized via GAPDH to control shRNA infected cells. Error bars show standard deviation of triplicates. Significance was tested using a student’s *t*-test. *P* <0.05 has been considered as significant. **e** Heatmaps showing the expression change of affected interferon inducible genes (ISGs) and interleukins, at 48 h and 96 h post selection

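The array annotation and the gene table carry no gene ontology terms, so families of genes defined by their symbols were compared with the 151 higher genes in place of ontology classes. The interferon family holds symbols of interferon-induced genes such as IFI, IFIT, MX and OAS, the interleukin family interleukins, their receptors and other genes with the prefix IL, and the chemokine family the chemokine ligands such as CCL and CXCL. Of 24 interferon family genes tested, 11 were among the higher genes, where chance would give 0.249 (one-sided Fisher's exact test, adjusted p = 5.07e-15 over 22 tests). That number was 3 without the 48 h array of ALKBH3 shRNA and 3 without the 96 h control array, 21 without the 96 h array of ALKBH3 shRNA and 0 with an unpaired Student test. Of 50 interleukin family genes, IL4I1, IL23A, IL22RA1 and IL24 were among the higher genes (the same Fisher's exact test, adjusted p = 0.0130), and of 24 chemokine family genes CCL20 was (exact test, adjusted p = 0.696). IL4I1 (0.88), IL22RA1 (0.64) and IL24 (0.81) were not past the cutoffs without the 48 h array of ALKBH3 shRNA, nor without the 96 h control array (1.17, 1.10 and 0.76), the values being log2 fold changes, and IL24 was not past them after normexp background correction with or without quantile normalization (0.25 and 0.26), after quantile normalization alone (0.99) or with the authors' normalized values (0.45), nor was IL4I1 with no filter on dim probes. IL1B was the interleukin family gene among the lower genes, with a log2 fold change of -1.25, and it was not past the cutoffs without the 48 h control array (-0.82) or without the 96 h array of ALKBH3 shRNA (-0.96). Leaving out an array breaks the pairing within slides, so the change between time points enters the values with an array left out. Within slides, IL24 had a log2 fold change of 1.13 at 48 h and 1.23 at 96 h, and IL1B of -1.39 and -1.10. These are larger in size than the values just given for the same genes with an array left out. The median log2 fold change was 1.39 in the interferon family, with 24 of 24 genes higher, 0.18 in the interleukin family, with 34 of 50 higher, and 0.19 in the chemokine family, with 21 of 24 higher. Without the 48 h array of ALKBH3 shRNA the interferon family median was 0.72, without the 48 h control array the interleukin family median was 0.11 and that of the chemokine family 0.34, and without the 96 h array of ALKBH3 shRNA that of the chemokine family was 0.38. The camera adjusted p was 1.28e-13, 0.0110 and 0.000378 in the same order. The interferon and interleukin family medians lay above the 95% range of random lists of similar signal, which reached 0.05 and 0.11, whereas the chemokine family median lay inside it, from -0.05 to 0.20. The 3 camera calls do not hold under fry, where the adjusted p was between 0.165 and 0.212, or with the correlation between genes estimated from the arrays, where it was 0.224. The estimated correlation was 0.98 in the interferon family, 0.0044 in the interleukin family and 0.073 in the chemokine family. Without the block it takes in the change between time points that genes share, so it says little against the interferon call. With time point as a replicate block, limma's camera gave an adjusted p of 8.77e-14, 0.00741 and 0.000113, fry gave between 0.147 and 0.200 and the estimated correlation between 0.366 and 0.444, the last 2 chosen after seeing the data. The number of genes past limma's p adjusted over the list alone was 0 in the interferon family, 3 in the interleukin family and 0 in the chemokine family, against 0 in each over all genes tested, with 13, 13 and 4 genes at an unadjusted p below 0.05. With time point as a replicate block, 5 interferon, 11 interleukin and 4 chemokine family genes passed limma's p adjusted over all genes tested. All of these were higher except 2 interleukin family genes, IL1B and IL17RD, which were lower. Since 22 of the 24 interferon family genes and 28 of the 50 interleukin family genes are shown in Fig. 3e, which the study drew from the same arrays, the tests over these families are not independent evidence. MX2, marked in Fig. 3a, had a log2 fold change of 2.06 (standard error 0.69, limma adjusted p = 0.561). It was past the cutoffs with 4 arrays and not without the 96 h control array, at 1.78, and was 1.09 without the 48 h array of ALKBH3 shRNA. RSAD2, with 2.26 (standard error 0.87, limma adjusted p = 0.606), and OASL, with 1.96 (standard error 0.76, limma adjusted p = 0.609), changed more than 2-fold with an unadjusted p above 0.05. Both were past the cutoffs without the 96 h array of ALKBH3 shRNA, at 3.48 and 3.05, and also after normexp background correction with or without quantile normalization, with the authors' normalized values and with time point as a replicate block, but had 1.04 and 0.88 without the 48 h array of ALKBH3 shRNA. RSAD2 was past them also after median centring and without the 48 h control array, at 2.67. IFI6 had a log2 fold change of 1.79, OAS1 of 1.42 and MX1 of 1.40, all past the cutoffs. IFI6 was at 1.14 without the 48 h array of ALKBH3 shRNA. OAS1 and MX1 were not past them without the 48 h array of ALKBH3 shRNA (0.80 and 0.75) or without the 96 h control array (1.23 and 1.00), nor was MX1 with no filter on dim probes or with the mean over the probes of a gene. The gene table did not name IFI27, which is not analysed here.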

To gain deeper insight into which genes are affected by ALKBH3 knockdown, we performed gene ontology (GO) analysis of the upregulated genes and found that many genes are involved in the innate/inflammatory immune response (Fig. 3a, c, and e). We confirmed, by qRT-PCR, the specific upregulation of several inflammatory genes after ALKBH3 but not ALKBH2 knockdown (Fig. 3d). Interferon stimulated genes (ISGs) are strongest induced at 48 h, but their expression declines at 96 h after ALKBH3 knockdown, indicating a negative feedback loop could exist (Fig. 3e).

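At 48 h the median log2 fold change of the 24 interferon family genes was 1.78, and 19 of them were at least 2-fold higher. At 96 h it was 0.88, with 9 genes at least 2-fold higher. All 24 rose more at 48 h than at 96 h, by a median log2 difference of 0.84, where 95% of random lists of similar signal lay between -0.11 and 0.05. There is 1 array for each shRNA and time point, so the difference was not tested across arrays. It was largest, at 0.92, with the values as normalized by the authors. In the ALKBH3 shRNA cells the signal of the family fell by 1.30 on the log2 scale from 48 h to 96 h, and all 24 genes were lower at 96 h. In the control shRNA cells it fell by 0.43, and 23 of 24 genes were lower. Of the 40 interferon stimulated genes shown in Fig. 3e, 39 were tested, all 39 were higher at both time points and 38 rose more at 48 h. RSAD2 had a log2 fold change of 3.06 at 48 h and 1.45 at 96 h, MX2 of 2.76 and 1.37, OASL of 2.75 and 1.17, IFI6 of 2.35 and 1.23, OAS1 of 1.85 and 0.99, and MX1 of 1.65 and 1.15. The 50 interleukin family genes showed no such difference, with a median of 0.19 at 48 h and 0.14 at 96 h. The median difference was -0.02, within the range of random lists from -0.07 to 0.07, and its sign changed under some settings, for example to 0.025 after normexp background correction. Of the 42 interleukins and receptors in Fig. 3e, 29 were tested. At both time points 18 were higher and 10 were lower, and 15 rose more or fell less at 48 h.

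**Figure D3:**
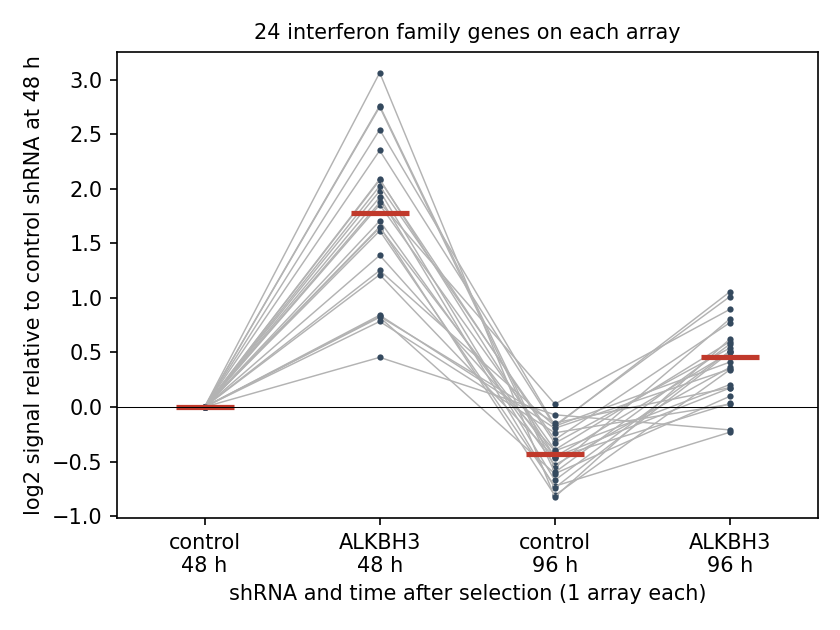
Log2 signal of the 24 interferon family genes relative to the control shRNA array at 48 h (vertical axis) on each of the 4 arrays (horizontal axis), with 1 grey line for each gene and the median as a red bar. The median is 1.78 on the ALKBH3 shRNA array at 48 h and -0.43 on the control shRNA array at 96 h, and all lines fall between the 2 arrays of ALKBH3 shRNA.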

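The genes of Table S4 whose promoters belong to group I were compared with the families of inflammatory genes. None of the 24 interferon family genes, of the 50 interleukin family genes or of the 24 chemokine family genes tested is in group I, a count of 0 for each family. The count is also 0 for the 6 genes of the qRT-PCR panel that were tested on the arrays, of which all were higher, with a median log2 fold change of 1.88. limma's camera gave this panel an adjusted p of 2.67e-05 over 7 lists and fry 0.471, which is not independent evidence, since all 6 are shown in Fig. 3e from the same arrays. The single group I gene among the higher genes, RGS5, encodes a regulator of G-protein signalling and is in none of these families. For genes bound only in group II no list was used here. Of the 151 higher genes, 128 are in neither the families nor the genes shown in Fig. 3e.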

Since most inflammatory genes are not directly bound by ALKBH3, we speculate that the inflammatory response may be an indirect consequence of DNA damage accumulation in the ALKBH3 deficient cells [24], because DNA damage triggers the activation of inflammatory and other pathways [3–5, 25, 40]. Interestingly, a similar phenomenon has been described in HeLa cells for the knockdown of the ALKBH3 interacting [24] ASCC3 DNA helicase [41]. ALKBH3 knockdown also causes an upregulation of inflammatory genes in the non-small cell lung adenocarcinoma cell line NCI-H23 (Additional file 1: Figure S1c), suggesting that ablation of ALKBH3-dependent DNA repair mechanisms induces inflammatory pathways in multiple cancer cell lines.

Together these data suggest that ALKBH3 does not function to regulate transcriptional activity. Instead, the induction of inflammatory genes supports a potential role of ALKBH3 at its genomic targets to remove DNA alkylation adducts, such as 3-meC or 1-meA [16, 18, 19, 24], in order to prevent DNA damage.

### ALKBH3 occupies places with ssDNA

Next we wished to determine if ALKBH3 was bound to specific DNA regions. Previous work showed that for DNA demethylation ALKBH3 prefers to demethylate ssDNA over dsDNA substrates [16, 18, 19]. This raises the possibility that for its DNA repair function, ALKBH3 is recruited to genomic places with ssDNA. At promoters, ssDNA is created during transcription initiation and at paused RNA polymerases II complexes. We asked whether ALKBH3 occupancy could be associated with those features. The ALKBH3 binding profile of group I promoters is characterized by a very strong enrichment slightly upstream of the transcription start site, while the group II promoter profile peaks mainly downstream of the TSS and shows only a moderate ALKBH3 binding level (Fig. 4a). Since the two distinct positions and binding strengths might reflect different ALKBH3 targets, we analyzed these two groups further separately. 

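Signal in the 2 control shRNA arrays was compared between the 247 group I genes and all 14556 genes tested. Probes differ in how strongly they bind their transcript, so levels were compared only between whole lists and not between single genes, and the group II genes are not analysed here. The median log2 signal, relative to each array's 75th percentile, was 0.47 for group I genes and -0.67 for all genes, a difference of 1.15, or 2.21-fold. The difference was 1.14 at 48 h and 1.17 at 96 h. All 10000 random lists of the same size had a lower median, and 95% of them lay between -1.20 and -0.21. Of the group I genes, 66.0% were above the median of all genes. Dim probes had been removed from both lists, and with all named genes on the array the difference was larger, at 2.48. On the control arrays 246 of 249 group I genes (98.8%) had a signal well above background at both time points, against 74.0% of all named genes.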

Interestingly, group I promoters have higher transcriptional activity compared to group II promoters (Additional file 1: Figure S3e and f).

**Fig. 4:**
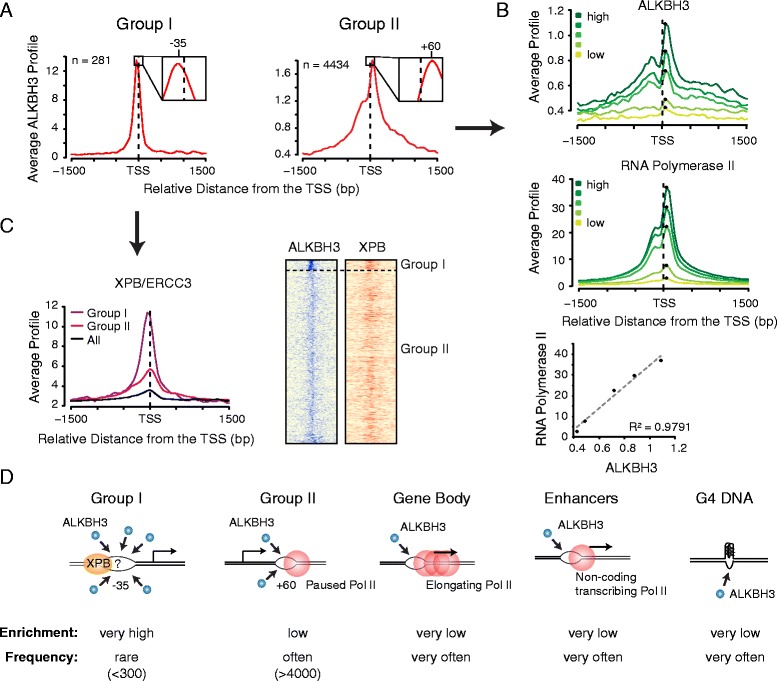
ALKBH3 is recruited to locations with single-stranded DNA. **a** ALKBH3 profiles at the two groups of ALKBH3 bound promoters. Group I is characterized by a strong binding upstream of the transcription start site. Group II shows a weaker binding downstream of the TSS and a ‘shoulder’ upstream of the TSS. **b** Profiles of ALKBH3 and RNA polymerase II at of all promoters (excluding group I promoters) divided in quintiles according their gene expression. ALKBH3 and RNA polymerase II profiles show an almost linear correlation, supporting interdependency. **c** Group I promoters are characterized by a strong occupancy of the TFIIH helicase XPB/ERCC3 (data from HT1080 cells). The profile of XPB at group I promoters culminates upstream of the transcription start site, similar to ALKBH3. The heatmaps show the comparison of ALKBH3 (identical to Fig. 1b) and XPB at all ALKBH3 bound promoters (−1,500/+1,500 bp). **d** Overview of putative ALKBH3 targets in PC3 cells and the respective ALKBH3 enrichment and cellular frequency. The left panel shows a speculative formation of an atypical transcription initiation bubble at group I promoters, potentially explaining the strong recruitment of ALKBH3. See also Additional file 1: Figure S4

The group II promoter profile is similar to the RNA polymerase II profile - both peak at +60 bp and possess a ‘shoulder’ upstream of the transcription start site (Fig. 4a and b). This correlation suggests that ALKBH3 recruitment could be dependent on the formation of single-stranded transcription bubbles at places with paused RNA polymerase II. To investigate this possibility, we divided all promoters (excluding group I promoters) into five different classes according their transcription levels. RNA polymerase II occupancy and ALKBH3 binding showed an almost linear correlation (Fig. 4b). These findings are consistent with the idea that ALKBH3 might get recruited to the transcription bubble of paused RNA polymerase II, analogous to what has been hypothesized before for AID (Activation Induced Cytidine Deaminase) [42].

Interestingly, the ALKBH3 group I promoter profile does not overlap significantly with RNA polymerase II. Instead, the ALKBH3 binding profile culminates slightly upstream of the TSS, at the site of transcription initiation (Fig. 4a). We speculated that at group I promoters ALKBH3 might target the single stranded DNA bubble established upon transcription initiation. DNA unwinding and formation of ssDNA during initiation depends on the DNA helicase XPB [43]. Investigation of published ChIP-Seq data for XPB from HT1080 cells [44] revealed that XPB also has stronger binding at group I relative to group II promoters. Furthermore, XPB is enriched upstream of the TSS at group I but not at group II promoters, similar to ALKBH3 (Fig. 4c). These observations imply a stronger activity of XPB at the initiation site of group I promoters, which may lead to an elevated occurrence of ssDNA. We hypothesize that this increased ssDNA level might be the basis for the increased ALKBH3 recruitment. Notably, HT1080 cells are fibrosarcoma cells, but despite the different origin of PC3 and HT1080 cells, we still see this correlation of ALKBH3 and XPB binding. We reasoned that this promoter type may be present in a broad range of cell types, and we therefore analyzed these promoters bioinformatically using additional datasets (see below).

Single-stranded DNA occurs not only at promoters, but also at other places in the genome. During transcription elongation, the transcription bubble moves along the gene. Interestingly, highly expressed genes, which have elevated transcription elongation, have elevated ALKBH3 levels in the gene body (Additional file 1: Figure S4a). We also observed a mild ALKBH3 enrichment at enhancers where RNA polymerase II transcription has been reported [45] (Additional file 1: Figure S4b and d). Recently the role of G-quadruplex DNA (G4 DNA) during genome-wide regulatory processes was described [46]. G4 DNA contains an accumulation of guanines that leads to the formation of a stable DNA quadruplex and the occurrence of ssDNA, in particular on the reverse strand [46]. We found ALKBH3 is mildly enriched at places with potential G4 DNA (Additional file 1: Figure S4c and d).

Together these findings support the hypothesis that ALKBH3 is recruited to places in the genome with accessible ssDNA (summarized in Fig. 4d), in agreement with ALKBH3’s repair function at ssDNA [6, 16, 18, 19].

### Group I promoters are a putative novel hyperactive promoter class

The binding of ALKBH3 at the transcription initiation site of group I promoters (Fig. 4a) prompted us to examine this promoter group in more detail. Interestingly, comparison of group I and group II promoters revealed differences in TF binding frequency (Additional file 1: Figure S3h). We found that group II promoters have on average 75 TF binding events while group I promoters have on average 112 TF binding events (50 % more). ETS transcription factors display a more pronounced difference (80 % more) (Additional file 1: Figure S2c). This indicates a clustering of transcription factors at these promoters, which is commonly associated with cohesin, the Mediator complex and other features [47, 48]. To further characterize the group I promoters, we performed a comprehensive analysis of numerous transcription associated features (Fig. 5a, Additional file 1: Figure S5). A large proportion of the investigated features are enriched at group I relative to group II promoters, indicating non-typical regulation (Fig. 5a). TAF1, a major subunit of TFIID, is one the most enriched factor (50 % more). In contrast, TBP (TATA-Box binding protein), another subunit of TFIID, is not significantly enriched, suggesting that at those promoters a TBP-independent recruitment of TFIID may occur more often than on other promoters [49]. Further, the helicase CHD7, but not CHD1, CHD2, and CHD4, is strongly enriched (30 % more), raising the possibility that CHD7 could play a role in unwinding the DNA, in addition to XPB. Most active histone marks are mildly enriched, while the repressive histone mark H3K27me3 and its methyltransferase EZH2 are depleted. Interestingly, the histone modification with the strongest increase at group I promoters is H3K122 acetylation (40 % more), which has been demonstrated to enhance nucleosome eviction (Fig. 5a and b) [50]. Since H3K122 acetylation is mediated by the histone acetyltransferase p300, and we also found a significant increase of p300, we speculate that acetylation of H3K122 by p300 and subsequent histone eviction could be of particular importance at these promoters [50]. This idea is further supported by a reduced nucleosome occupancy and increased DNase I hypersensitivity at the initiation site of group I promoters (Additional file 1: Figure S3c and d). In addition to histone acetyltransferases, enzymes that regulate histone methylation, such as KMT2D (deposits H3K4me3) and PHF8 (removes H3K9me1/2, H3K27me2, and H4K20me1) are enriched as well (Fig. 5a and b).

**Fig. 5:**
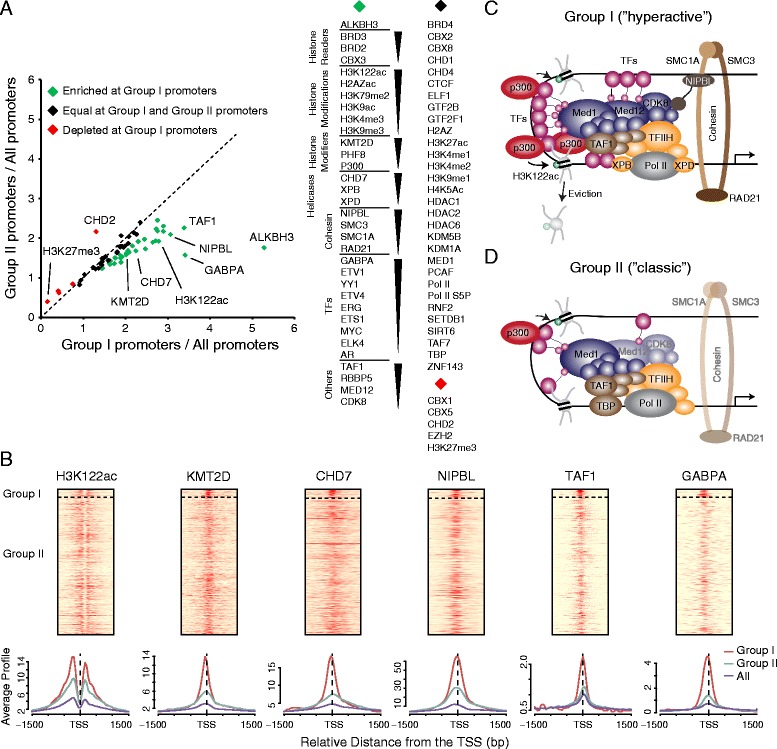
Activating factors are enriched at group I promoters. **a** Multiple factors were investigated to characterize group I promoters. For each feature the number of ChIP-Seq tags was counted per promoter (see Additional file 1: Figure S5). The mean tag number was used to examine whether or not a factor is enriched/depleted at group I promoters relative to group II promoters. X = Mean of group I promoters/Mean of all promoter. Y = Mean of group II promoters/Mean of all promoter. Many factors are stronger enriched at group I promoters than at group II promoters (at least 10 % more, green). **b** Six examples of highly enriched factors. The promoters in the heatmaps are sorted as in Fig. 1b (−1,500/+1,500 bp). The average profiles show a strong enrichment at group I promoters. **c** Hypothetical model of the group I promoter functioning. At group I promoters, transcription factors (purple) are clustered, which correlates with the presence of the Mediator complex and cohesin. P300 is recruited by transcription factors and Mediator and might facilitate H3K122 acetylation, which could lead to nucleosome eviction. Mediator (blue), together with TFIID (brown) and TFIIH (yellow) and possibly other factors might form a non-classical initiation complex, leading to stronger transcriptional activity. **d** At group II promoters the levels of regulatory factors is less, leading to classical initiation processes

Taken together, these data suggest that numerous activating factors are highly enriched at group I promoters, indicating a massive regulation, which consequently leads to higher transcriptional activity (‘hyperactive’) (Fig. 5c and d; Additional file 1: Figure S3e and f). A list of genes with this promoter type in PC3 cells is presented in Table S4 (Additional file 1). The presence of ALKBH3 at some of those gene promoters was confirmed in NCI-H23 lung cancer cells (Additional file 1: Figure S1d), suggesting that the genomic binding pattern of ALKBH3 as well as the occurrence of hyperactive promoters is similar in ALKBH3 over-expressing cancer cells.

## Discussion

Previous work suggested a pivotal role of ALKBH3 in multiple cancer types, such as prostate [24, 51], pancreatic [52], urothelial [53], non-small-cell lung [54], papillary thyroid [55], and brain [56] cancer. However, the cellular role of ALKBH3 is not yet fully understood. In order to gain further insights into the function of ALKBH3 particular in cancer, we applied genome wide approaches using PC3 prostate cancer cells as a model.

We initially performed genome localization studies to identify genomic regions bound by ALKBH3. We found that ALKBH3 preferentially occupies locations where ssDNA is occurring, such as promoters, enhancers, and G4 DNA (Fig. 4). This finding suggests that ALKBH3 is directed to ssDNA regions. In the future it will be exciting to determine whether this correlation is reflective of a regulated process and what the precise mechanism for ALKBH3 recruitment could be. Does this recruitment depend on ssDNA formation?

ALKBH3 was most enriched at the initiation site of a small number of highly expressed genes (Fig. 4a). Further investigation of these promoters led to the hypothesis that they are a putative novel ‘hyperactive’ subgroup of ubiquitously expressed gene promoters (Fig. 5).

Characterization of the ALKBH3 bound promoters was carried out using publicly available data from different research groups and different cell types. Despite use of this relatively heterogeneous dataset, we were still able to detect a correlation between strong ALKBH3 binding at group I promoters and enrichment of factors involved in gene activation. This study highlights how publicly available datasets can be utilized to develop novel hypotheses, while creating these data *ab initio* would neither be timely nor financially feasible.

Since we see this correlation of highest ALKBH3 binding with enriched binding of other factors across multiple cancer cell types we conclude that these hyperactive promoters exist in a relatively cell type independent manner. However, we cannot exclude that a transition between group I and group II promoters can occur and that a group II promoter might get promoted to a hyperactive promoter, and vice versa, once the level of activating factors at the promoter exceeds or falls below a certain threshold, respectively. Since we hardly see promoters where the ALKBH3 binding is in an intermediate state between group I and group II promoters, we hypothesize that these transitions – if they take place – are rare. It also remains to be determined whether these hyperactive promoters are restricted to highly proliferative cancer cells or if they occur in all cell types.

ALKBH3 binding to group I promoters is about eight-fold stronger than to group II promoters. We hypothesize that an elevated formation or an increased accessibility of ssDNA at the initiation site of group I promoters is the source for the increased ALKBH3 binding (Fig. 4d, left panel). We speculate that an enhanced presence of DNA helicases, such as the TFIIH helicases XPB and XPD, CHD7, or the ALKBH3 interacting ASCC3 helicase could lead to increased exposed ssDNA and therefore facilitate ALKBH3 recruitment [24, 57, 58]. The formation of ssDNA could also rely on bending of DNA upon binding of transcription factors, such as ETS factors and YY1 [59, 60]. It is also possible that group I promoters do not have increased accessible ssDNA and that the recruitment of ALKBH3 is facilitated by some unknown mechanism that does not depend on ssDNA.

We performed microarray analysis to elucidate whether ALKBH3 affects transcription of its target genes (Fig. 3). We observed no significant changes of the transcription of the ALKBH3 bound genes, suggesting that ALKBH3 binding does not directly regulate transcription. However, since ALKBH3 bound genes are highly expressed, subtle changes caused by ALKBH3 depletion might not be detected via microarray. Thus, our results do not explicitly exclude the possibility that ALKBH3 plays a similar expression regulating role as described for ALKBH1 and ALKBH2 [38, 39].

Knockdown of ALKBH3 in PC3 cells leads to an induction of inflammatory response gene expression (Fig. 3), which might be a consequence of elevated 3-meC levels and DNA damage after ALKBH3 depletion [3, 4, 24, 25, 61]. Most cancer cells, including PC3 cells, have rapid proliferation and accordingly elevated transcriptional activity [62]. One consequence of elevated transcription is increased sensitivity of DNA for DNA alkylation damage, including 3-meC [6, 63–65]. The ALKBH3 genomic binding profile suggests that ALKBH3 is an intrinsic DNA repair protein that removes DNA alkylation that might occur naturally during transcription [63, 66]. ALKBH3 upregulation in cancer could be an important step during cancerogenesis to achieve an increased proliferation rate while maintaining genomic integrity (Fig. 6). If true, this would suggest that ALKBH3 inhibition could potentially slow cancer progression [67].

**Fig. 6:**
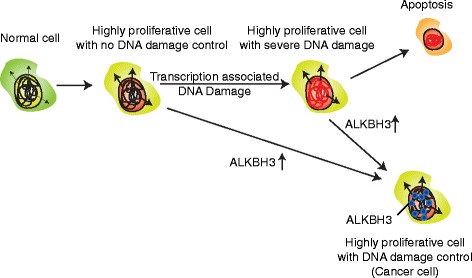
Model of potential role of ALKBH3 in cancer. A normal cell might alter in a way that results in increased gene expression (for example, via upregulation of ETS transcription factors [36] (Additional file 1: Figure S2b)) and therewith increases the proliferative capacity of the cell. The increased transcription level elevates the global amount of accessible ssDNA, which is attacked by DNA damaging agents. Uncontrolled this leads to accumulation of DNA damage and apoptosis. After upregulation of ALKBH3 for example due to binding of ETS factors to the *ALKBH3* promoter (Additional file 1: Figure S2d) and its potential transition to a hyperactive promoter (Fig. 1f, left panel) the DNA damage might become under control and the cells can continuously sustain a high proliferation rate

Since ALKBH3 demethylates RNA in addition to ssDNA [16, 18], it is possible that ALKBH3 could also have a role in the demethylation of primary RNA transcripts at its genomic targets [6]. Whether this could be of physiological relevance will be of interest to be determined in the future.

## Conclusions

Alkylating agents that methylate DNA and disrupt genomic integrity of fast proliferating cells are widely used in cancer treatment [22]. Due to its localization at transcription-associated loci, we suggest that ALKBH3 is an intrinsic DNA repair protein that suppresses transcription associated DNA alkylation damage at highly expressed genes. The over-expression of ALKBH3 in cancer cells might facilitate alkylation damage resistance during cancer treatment and therefore raises the possibility of ALKBH3 as a potential anticancer target in the future [23, 67].

The genome-wide binding pattern of ALKBH3 revealed a strong binding to the initiation sites of a small number of highly active promoters. We hypothesize that these promoters are a new class of ubiquitously expressed promoters, which may have a specific initiation process, allowing ALKBH3 to ‘mark’ these promoters. Follow-up investigation of those hyperactive promoters *in vitro*, *in vivo*, and via bioinformatics will help to better understand their mechanisms as well as their role in transcription regulation and during cancer progression.

## Additional file

Additional file 1:
**Tables S1 to S4 and Figures S1 to S5. Table S1.** List of the used qRT-PCR primers for cDNA. **Table S2.** List of the used qRT-PCR primers for ChIP. **Table S3.** List of public data used for bioinformatics analysis [44, 47, 50, 68–82]. **Table S4.** List of hyperactive promoters in PC3 cells. **Figure S1.** ALKBH3 Immunofluorescence in PC3 cells, ChIP at additional ALKBH3 targets in PC3 cells, induction of inflammatory genes in NCI-H23 cells, ALKBH3 ChIP in NCI-H23 cells. **Figure S2.** Bioinformatic analysis of relationship of ETS transcription factors, ALKBH3 and gene expression. **Figure S3.** A more detailed analysis of promoters such as in Fig. 2. **Figure S4.** Shows enrichment of ALKBH3 in the gene body, at enhancers and places of G4 DNA. **Figure S5.** Shows whisker blots of the counted ChIP-Seq tags at promoters from all analyzed features in Fig. 5a.

# Supplementary material for: The oxidative demethylase ALKBH3 marks hyperactive gene promoters in human cancer cells
**Source:** Genome Med. 2015 Jun 30;7(1):66. doi: 10.1186/s13073-015-0180-0
**Supplement:** Additional file 1: — Tables S1 to S4 and Figures S1 to S5. Table S1. List of the used qRT-PCR primers for cDNA. Table S2. List of the used qRT-PCR primers for ChIP. Table S3. List of public data used for bioinformatics analysis [44, 47, 50, 68–82]. Table S4. List of hyperactive promoters in PC3 cells. Figure S1. ALKBH3 Immunofluorescence in PC3 cells, ChIP at additional ALKBH3 targets in PC3 cells, induction of inflammatory genes in NCI-H23 cells, ALKBH3 ChIP in NCI-H23 cells. Figure S2. Bioinformatic analysis of relationship of ETS transcription factors, ALKBH3 and gene expression. Figure S3. A more detailed analysis of promoters such as in Fig. 2. Figure S4. Shows enrichment of ALKBH3 in the gene body, at enhancers and places of G4 DNA. Figure S5. Shows whisker blots of the counted ChIP-Seq tags at promoters from all analyzed features in Fig. 5a.

**Table S1:** qPCR Primer for cDNA

|            |                         |
|------------|-------------------------|
| GAPDH f    | GGAGCGAGATCCCTCCAAAAT   |
| GAPDH r    | GGCTGTTGTCATACTTCTCATGG |
| ALKBH3 f   | CATGGAAGGAGCGACACAAGC   |
| ALKBH3 r   | CTAGAGTGGTATTCTTTGGGC   |
| MX1 f      | GTTTCCGAAGTGGACATCGCA   |
| MX1 r      | CTGCACAGGTTGTTCTCAGC    |
| MX2 f      | CAGAGGCAGCGGAATCGTAA    |
| MX2 r      | TGAAGCTCTAGCTCGGTGTTC   |
| OAS1 f     | TGTCCAAGGTGGTAAAGGGTG   |
| OAS1 r     | CCGGCGATTAACTGATCCTG    |
| OASL f     | CTGATGCAGGAAGTGTATAGCAC |
| OASL r     | CACAGCGTCTAGCACCTCTT    |
| IFI6 f     | GGTCTGCGATCCTGAATGGG    |
| IFI6 r     | TCACTATCGAGATACTTGTGGGT |
| IFI27 f    | TGCTCTCACCTCATCAGCAGT   |
| IFI27 r    | CACAACCTCCTCAATCACAAC   |
| RSAD2 f    | TGGGTGCTTACACCTGCTG     |
| RSAD2 r    | GAAGTGATAGTTGACGCTGGTT  |
| DCP1A f    | GAATGACTGTACCCGATAGC    |
| DCP1A r    | CTGAGTGCTTGGCTGTAACCC   |
| RPS25 f    | AAGGACGCTGGAAAGTCGG     |
| RPS25 r    | CTTTGCCTTTGGACCACTTCT   |
| TATDN3 f   | GTAGGCTTGGTGGACTGTCAC   |
| TATDN3 r   | CCACAAGGGCCACAACATTG    |
| OTUD7B f   | GTCAGATTTTGTCCGTTCCACA  |
| OTUD7B r   | CATGGACTTGACGTAGCTGTT   |
| BRF2 f     | GGTGGAAGACTCGCACTATTC   |
| BRF2 r     | CGACTAACTTGTTTCGTTTCCCC |
| DVL2 f     | GAGGAAGAGACTCCCTACCTG   |
| DVL2 r     | CGGGCGTTGTCATCTGAAAT    |
| TMEM126A f | TAACACGGAGTGGACTGACTG   |
| TMEM126A r | CTTTGTGTGGTAACAGAGCTGAT |
| BLID f     | TACACAGGATGGATAGAGCGAG  |
| BLID r     | CTTTGTTGGAACCCAAGAGCG   |
| FBXO22 f   | CGGAGCACCTTCGTGTTGA     |
| FBXO22 r   | CACACACTCCCTCCATAAGCG   |
| STARD9 f   | AGGTGGACAATCGACCAGATG   |
| STARD9 r   | CCAGTAGCAGTAATCAAAGCCAA |
| ANP32A f   | CACCTCAATCGCAAACCTACCA  |
| ANP32A r   | AACACATTTTCTCGGTAGTCGTT |
| CACNA1G f  | TGTCTCCGCACGGTCTGTAA    |
| CACNA1G r  | AAGCCGGTTCCAAGTGTCTC    |
| NCF4 f     | CGGGCCGAGAGTGACTTTG     |
| NCF4 r     | TCTTCACCTCGATGACGAAAAC  |
| FECH f     | GGAGATGTTACGACTTCCTTC   |
| FECH r     | GAATGGTGCCAGCTTATTCTGA  |
| DBIL5P2 f  | CTGAAGGGTACTGTGTGCGAT   |
| DBIL5P2 r  | CATGCCTCCTACTTGGCCT     |

**Table S2:** qPCR Primer for ChIP

|                |                      |
|----------------|----------------------|
| ALKBH3 upstr f | CAAGAGCTGCCTACCAAAGG |
| ALKBH3 upstr r | TACTGTTGGCCTGTGCAGAA |
| ALKBH3 f       | TATCCCCTCATCAGCACCTT |
| ALKBH3 r       | GACTCCAGCAACTCCCAATC |
| NOSIP f        | ATCCGGAACCTTCGATTAGC |
| NOSIP r        | CAGAAGGCACCGGAAGTAGA |
| GIN1/PPIP5K2 f | ACACAGCACACCAGAACGAC |
| GIN1/PPIP5K2 r | CTTTCTGACCGTGGTTCCAA |
| ANAPC5 f       | GAGCTCCTCAGTCCCTTCAG |
| ANAPC5 r       | TGTCAGAGCACATGGGAGAG |
| ADAT2/PEX3 f   | AGCGTAGCTGCTTTGCTGTA |
| ADAT2/PEX3 r   | CGTCCCGTTCTGTGCTCT   |
| GAPDH f        | CAATTCCCCATCTCAGTCGT |
| GAPDH r        | TAGTAGCCGGGCCCTACTTT |

**Table S3:** Datasets used for bioinformatics analysis

1. Asangani IA, Dommeti VL, Wang X, Malik R, Cieslik M, Yang R, Escara-Wilke J, Wilder-Romans K, Dhanireddy S, Engelke C, et al: **Therapeutic targeting of BET bromodomain proteins in castration-resistant prostate cancer.** *Nature* 2014, **510**:278-282.
2. LeRoy G, Chepelev I, DiMaggio PA, Blanco MA, Zee BM, Zhao K, Garcia BA: **Proteogenomic characterization and mapping of nucleosomes decoded by Brd and HP1 proteins.** *Genome Biol* 2012, **13**:R68.
3. ENCODE Project Consortium: **An integrated encyclopedia of DNA elements in the human genome.** *Nature* 2012, **489**:57-74.
4. Galbraith MD, Allen MA, Bensard CL, Wang X, Schwinn MK, Qin B, Long HW, Daniels DL, Hahn WC, Dowell RD, Espinosa JM: **HIF1A employs CDK8-mediator to stimulate RNAPII elongation in response to hypoxia.** *Cell* 2013, **153**:1327-1339.
5. He HH, Meyer CA, Chen MW, Jordan VC, Brown M, Liu XS: **Differential DNase I hypersensitivity reveals factor-dependent chromatin dynamics.** *Genome Res* 2012, **22**:1015-1025.
6. Plotnik JP, Budka JA, Ferris MW, Hollenhorst PC: **ETS1 is a genome-wide effector of RAS/ERK signaling in epithelial cells.** *Nucleic Acids Res* 2014, **42**:11928-11940.
7. Yu J, Mani RS, Cao Q, Brenner CJ, Cao X, Wang X, Wu L, Li J, Hu M, Gong Y, et al: **An integrated network of androgen receptor, polycomb, and TMPRSS2-ERG gene fusions in prostate cancer progression.** *Cancer Cell* 2010, **17**:443-454.
8. Hollenhorst PC, Ferris MW, Hull MA, Chae H, Kim S, Graves BJ: **Oncogenic ETS proteins mimic activated RAS/MAPK signaling in prostate cells.** *Genes Dev* 2011, **25**:2147-2157.
9. Chen Y, Chi P, Rockowitz S, Iaquinta PJ, Shamu T, Shukla S, Gao D, Sirota I, Carver BS, Wongvipat J, et al: **ETS factors reprogram the androgen receptor cistrome and prime prostate tumorigenesis in response to PTEN loss.** *Nat Med* 2013, **19**:1023-1029.
10. Xu K, Wu ZJ, Groner AC, He HH, Cai C, Lis RT, Wu X, Stack EC, Loda M, Liu T, et al: **EZH2 oncogenic activity in castration-resistant prostate cancer cells is Polycomb-independent.** *Science* 2012, **338**:1465-1469.
11. Wang D, Garcia-Bassets I, Benner C, Li W, Su X, Zhou Y, Qiu J, Liu W, Kaikkonen MU, Ohgi KA, et al: **Reprogramming transcription by distinct classes of enhancers functionally defined by eRNA.** *Nature* 2011, **474**:390-394.
12. Tropberger P, Pott S, Keller C, Kamieniarz-Gdula K, Caron M, Richter F, Li G, Mittler G, Liu ET, Buhler M, et al: **Regulation of transcription through acetylation of H3K122 on the lateral surface of the histone octamer.** *Cell* 2013, **152**:859-872.
13. Lin CY, Loven J, Rahl PB, Paranal RM, Burge CB, Bradner JE, Lee TI, Young RA: **Transcriptional amplification in tumor cells with elevated c-Myc.** *Cell* 2012, **151**:56-67.
14. Hu D, Gao X, Morgan MA, Herz HM, Smith ER, Shilatifard A: **The MLL3/MLL4 branches of the COMPASS family function as major histone H3K4 monomethylases at enhancers.** *Mol Cell Biol* 2013, **33**:4745-4754.
15. Yan J, Enge M, Whittington T, Dave K, Liu J, Sur I, Schmierer B, Jolma A, Kivioja T, Taipale M, Taipale J: **Transcription factor binding in human cells occurs in dense clusters formed around cohesin anchor sites.** *Cell* 2013, **154**:801-813.
16. Kundaje A, Kyriazopoulou-Panagiotopoulou S, Libbrecht M, Smith CL, Raha D, Winters EE, Johnson SM, Snyder M, Batzoglou S, Sidow A: **Ubiquitous heterogeneity and asymmetry of the chromatin environment at regulatory elements.** *Genome Res* 2012, **22**:1735-1747.
17. Tan PY, Chang CW, Chng KR, Wansa KD, Sung WK, Cheung E: **Integration of regulatory networks by NKX3-1 promotes androgen-dependent prostate cancer survival.** *Mol Cell Biol* 2012, **32**:399-414.
18. Gray LT, Vallur AC, Eddy J, Maizels N: **G quadruplexes are genomewide targets of transcriptional helicases XPB and XPD.** *Nat Chem Biol* 2014.

**Table S4: Genes with hyperactive promoters in PC3 cells**

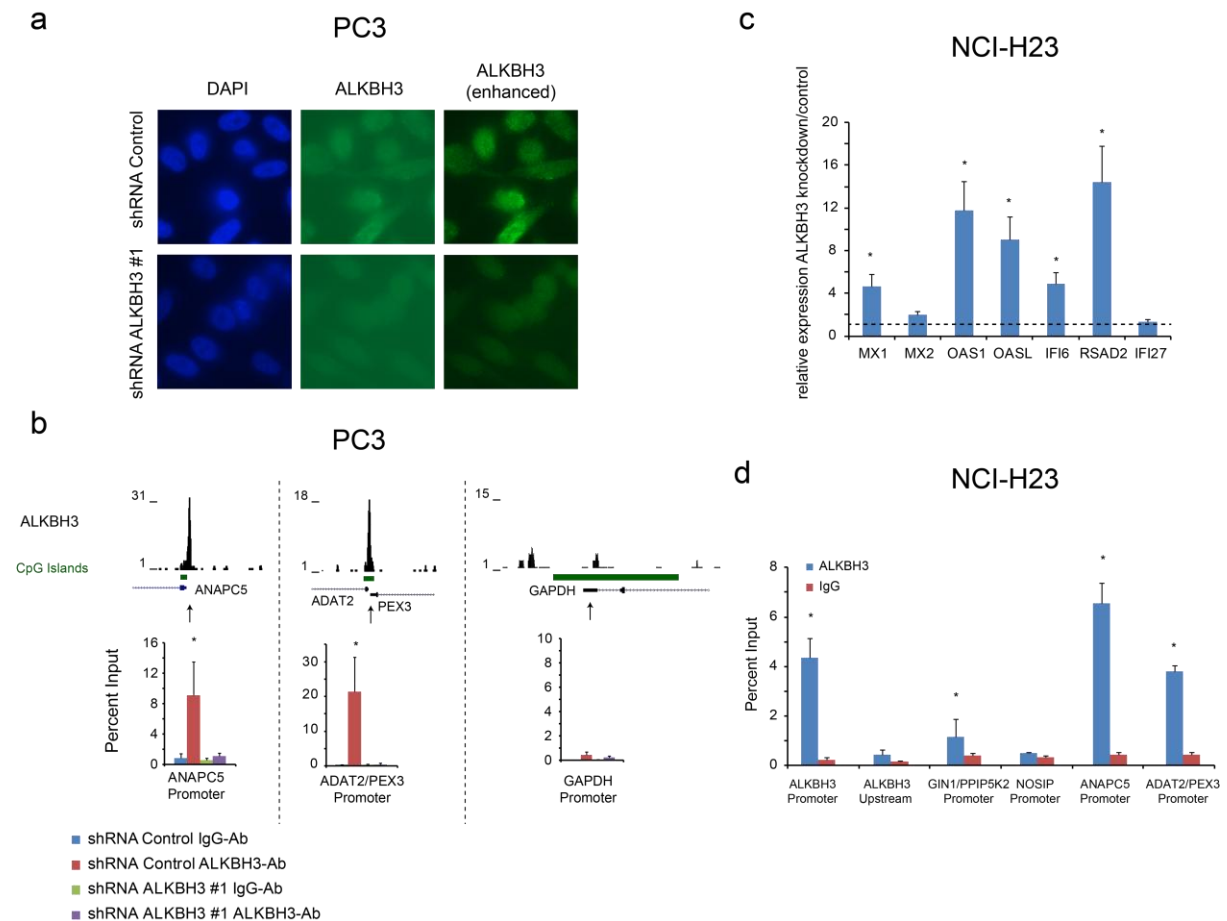

**Figure S1: Additional control experiments in PC3 and NCI-H23 cells.**

**a)** Immunofluorescence using ALKBH3 antibody in PC3 cells expressing an ALKBH3 shRNA or a control shRNA. The ALKBH3 immunofluorescence signal was enhanced in the right panel. **b)** ChIP experiment in PC3 cells measured on 2 additional ALKBH3 targets (see Figure 1F) and the GAPDH promoter as negative control. **c)** Quantitative expression analysis of inflammatory genes upon knockdown of ALKBH3 in NCI-N23 lung cancer cells. Data were normalized to GAPDH. **d)** ALKBH3 ChIP in NCI-H23 cells show enrichment of ALKBH3 at some of its targets, found in PC3 cells.

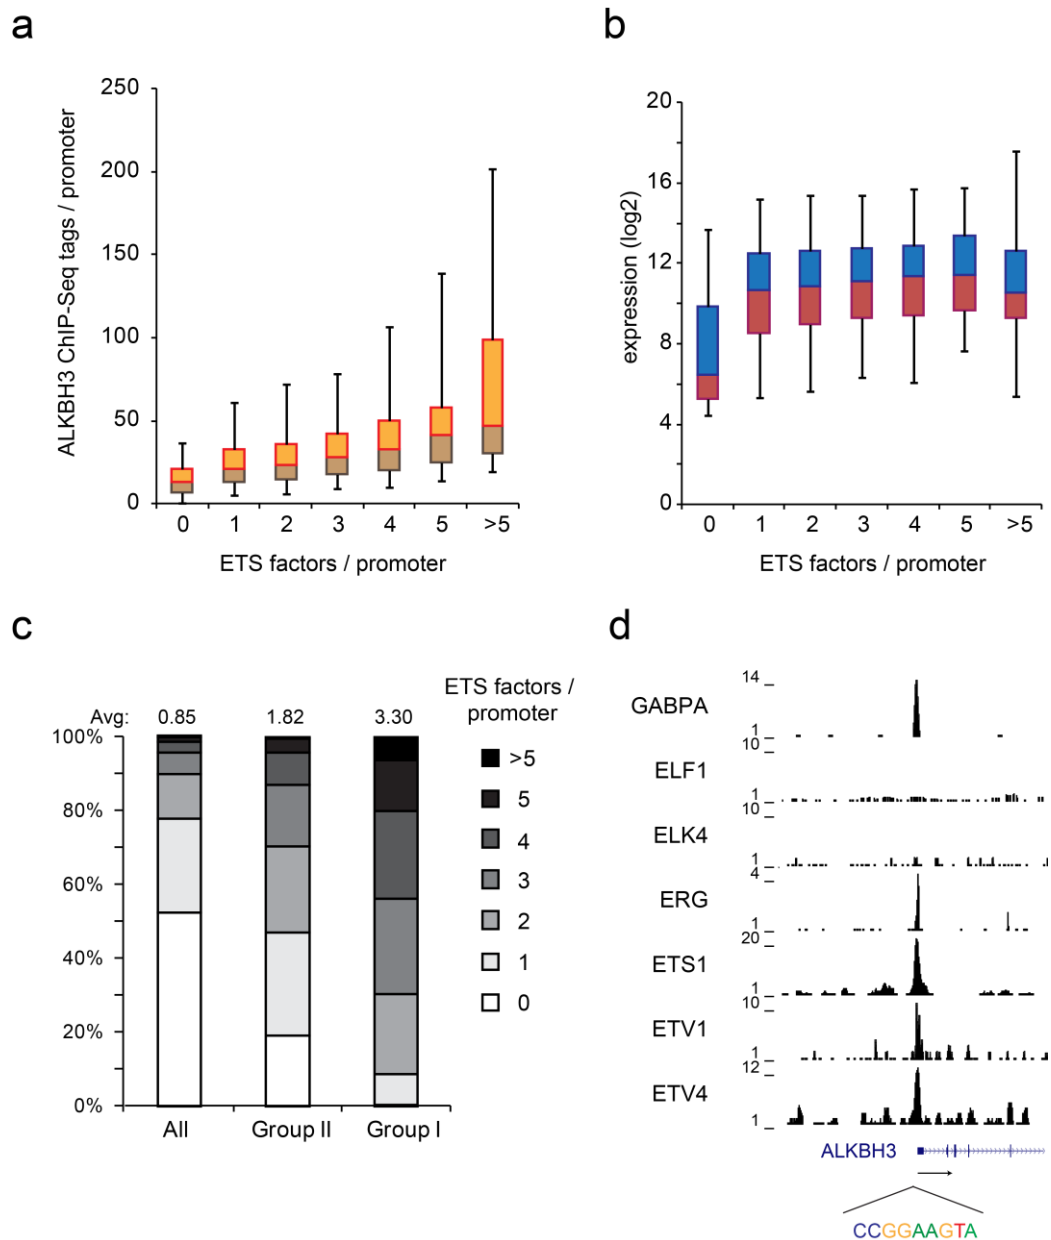

**Figure S2: ALKBH3 promoter binding and gene expression correlates with presence of ETS transcription factors.**

**a-c)** Promoters were categorized based on the presence (called by MACS with p-value  $1e-05$ ) of seven ETS transcription factors (GABPA, ELF1, ELK4, ERG, ETS1, ETV1, ETV4) in prostate cancer cells (from “0” to “>5”  $n = 15815; 8330; 3942; 1968; 853; 309; 64$ ). **a)** The level of ALKBH3 at promoters strongly correlates with the number of ETS transcription factors present. **b)** Gene expression (data from PC3 cells) shows correlation with the presence of ETS transcription factors. Genes with at least one bound ETS transcription factor are significantly more active than genes without ETS factor (p-value = 0), suggesting that upregulation of ETS transcription factors in prostate cancer increases the global gene expression level. **c)** Group I promoters are typically targeted by more ETS factors than other promoters. **d)** In prostate cancer cells, the *ALKBH3* gene promoter is occupied by at least five ETS transcription factors. The *ALKBH3* gene promoter possesses an ETS transcription factor binding motif 90 bp upstream from the TSS.

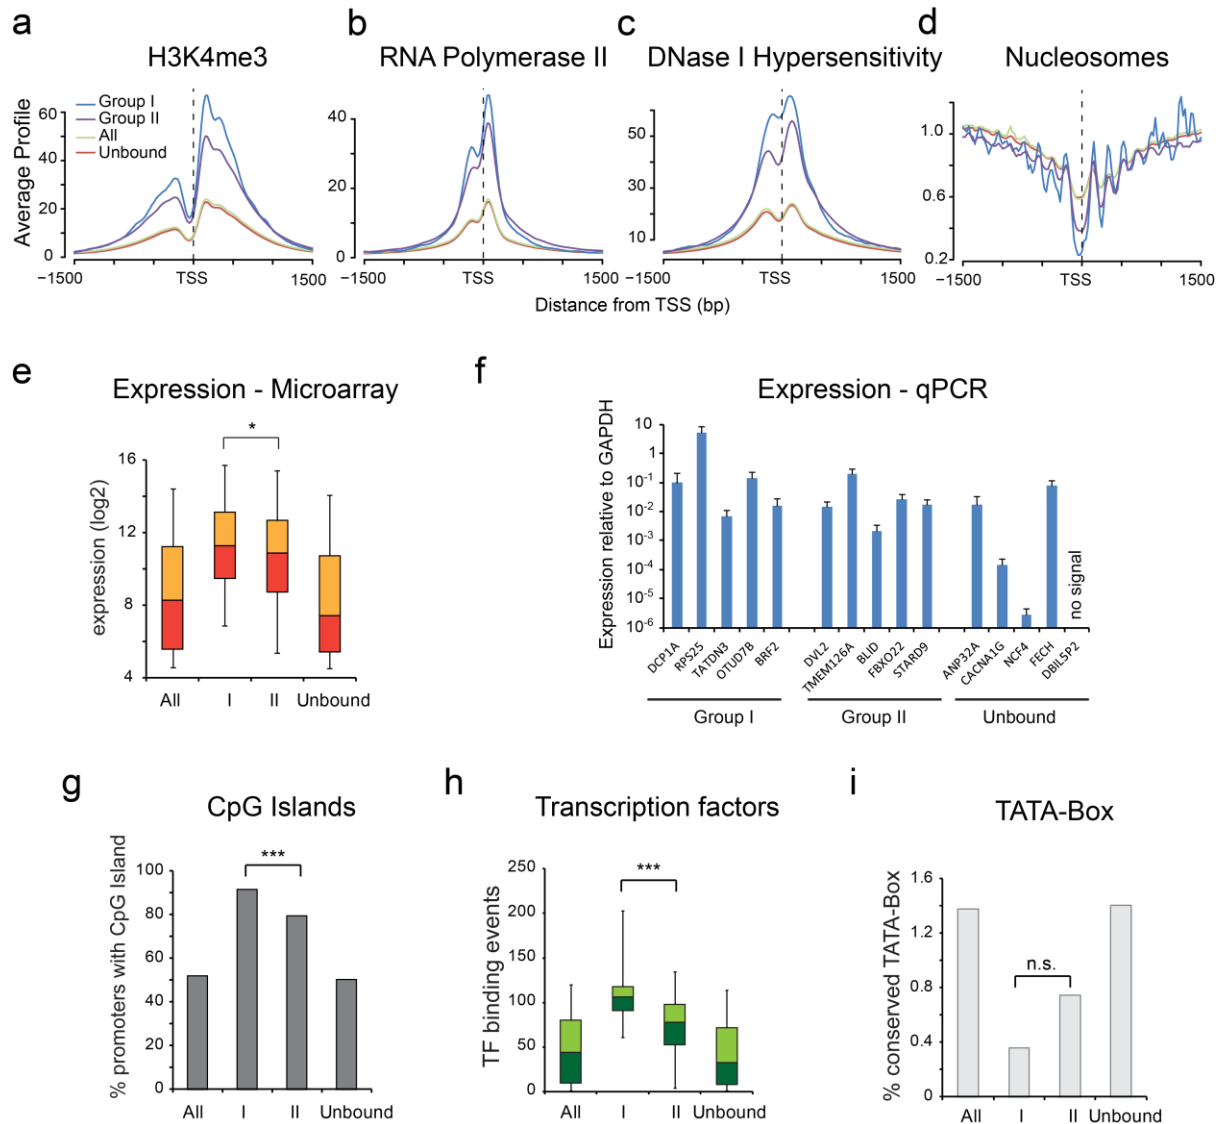

**Figure S3: Detailed analysis of ALKBH3 bound promoter with comparison of group I and group II promoters.**

**a-e;g-i)** Same Analysis as in Figure 2, but here the two groups of ALKBH3 bound promoters were investigated separately and ALKBH3-unbound promoters were added as additional group. Group I promoters are generally in a more active state compared to group II promoters. **f)** Five genes were randomly selected from each promoter group and expression levels in PC3 cells were quantitatively measured by qPCR. The results show a similar trend as the microarray data.

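The qPCR panels of Figure S3f hold 5 genes for each promoter group, and their signal on the arrays of the knockdown experiment was checked against background. All 5 group I genes (DCP1A, RPS25, TATDN3, OTUD7B and BRF2) and all 5 group II genes (DVL2, TMEM126A, BLID, FBXO22 and STARD9) were well above background on all 4 arrays. Of the 5 genes of unbound promoters, 4 were matched to a probe. ANP32A, NCF4 and FECH were well above background on all 4 arrays and CACNA1G on 3. Array signals of different genes are not ranked here, because each probe has its own binding strength, whereas qPCR compares amplicons.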

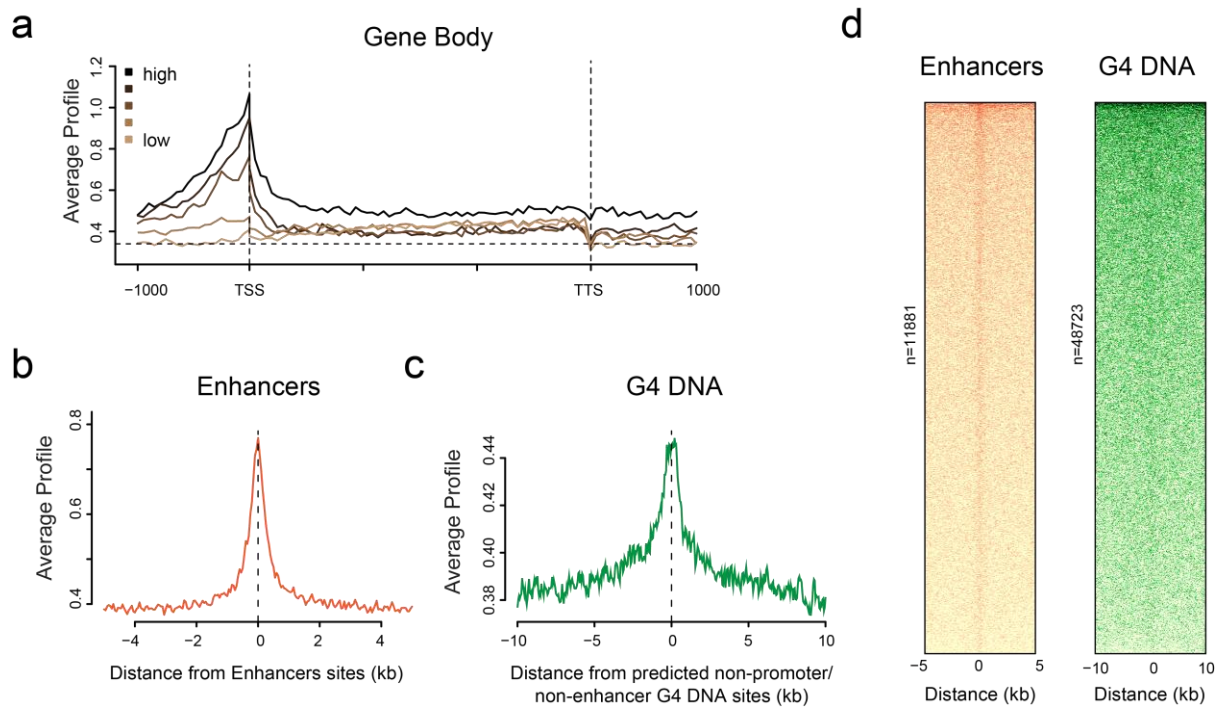

**Figure S4: ALKBH3 is genome wide enriched at gene bodies, enhancers and location of G4 DNA.**

**a)** All genes were grouped in quintiles based on the gene expression. ALKBH3 is enriched within gene bodies of highly expressed genes. **b-d)** ALKBH3 is enriched at enhancer sites and sites with putative quadruplex DNA. The heatmaps in (d) were sorted after mean intensity.

**Figure S5: Whisker blots for analyzed features.**

For each investigated feature presented in Figure 5a the ChIP-Seq tags were counted for each individual promoter (-1000/+1000). The whisker blots represents the distribution of those tags in each promoter group (from left: all promoters, Group II promoters, Group I promoters) with the lower quartile, median and upper quartile of the data and with 5% and 95% whiskers. The red line connects the mean tag number. The number in the plots indicates the p-value for a student's t-test between group I and group II.

Tags per promoter

ALKBH3

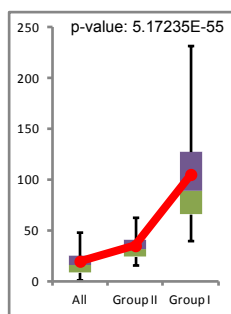

AR

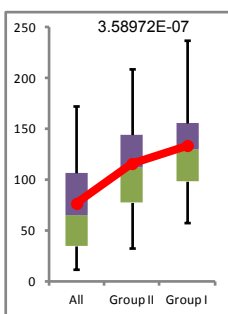

BRD2

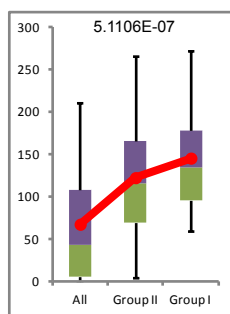

BRD3

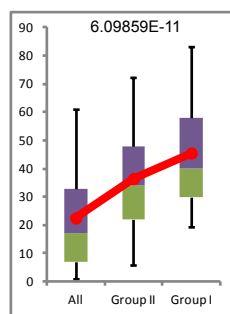

BRD4

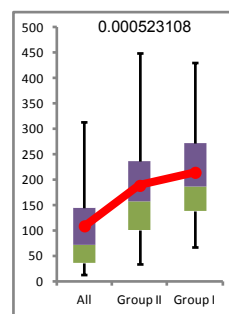

CBX1

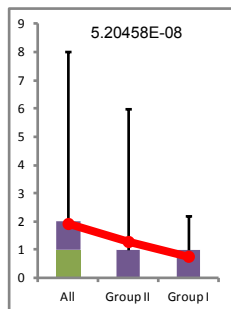

CBX2

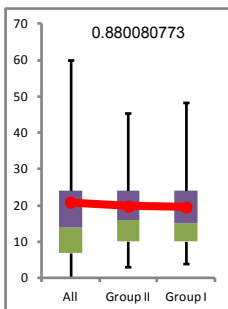

CBX3

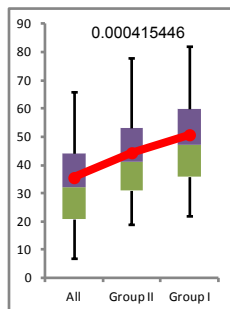

CBX5

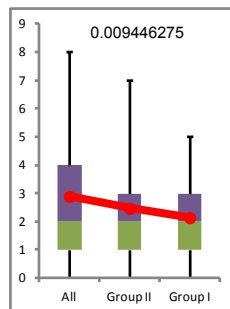

CBX8

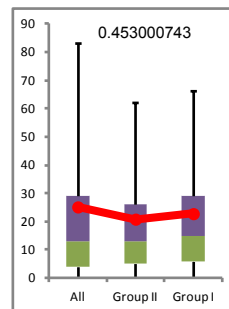

CDK8

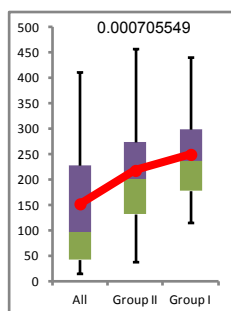

CHD1

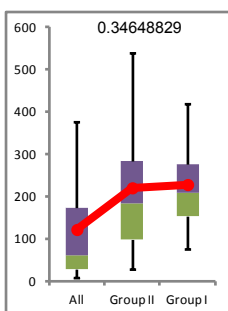

CHD2

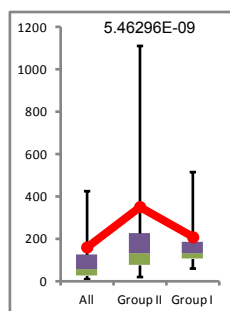

CHD4

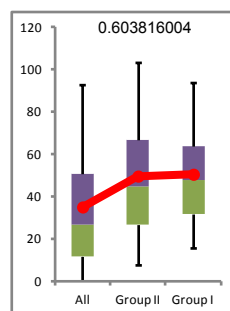

CHD7

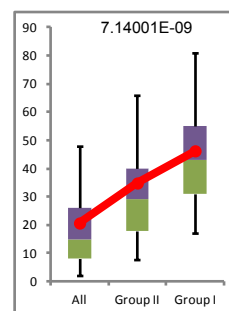

CTCF

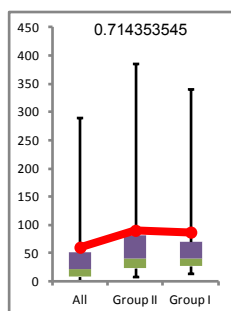

ELF1

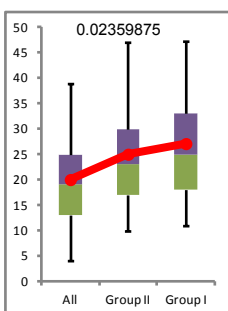

ELK4

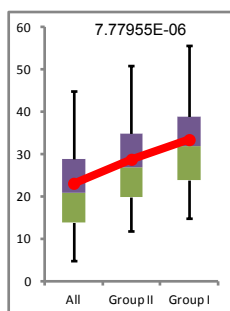

ERG

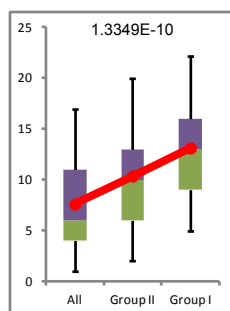

ETS1

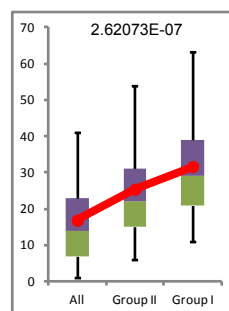

ETV1

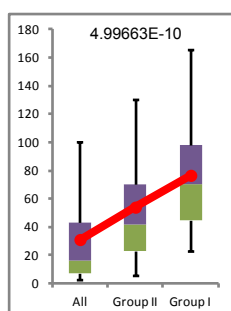

ETV4

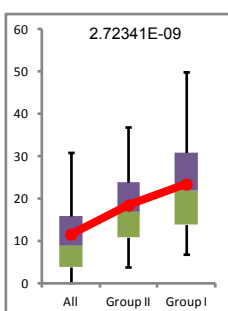

EZH2

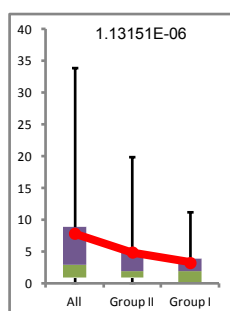

GABPA

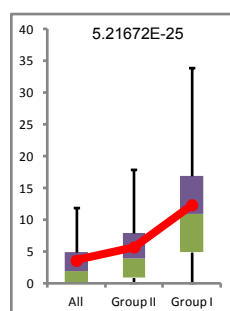

GTF2B

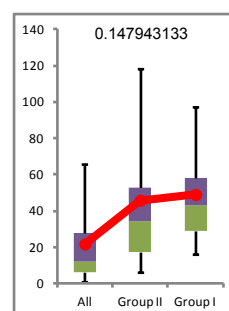

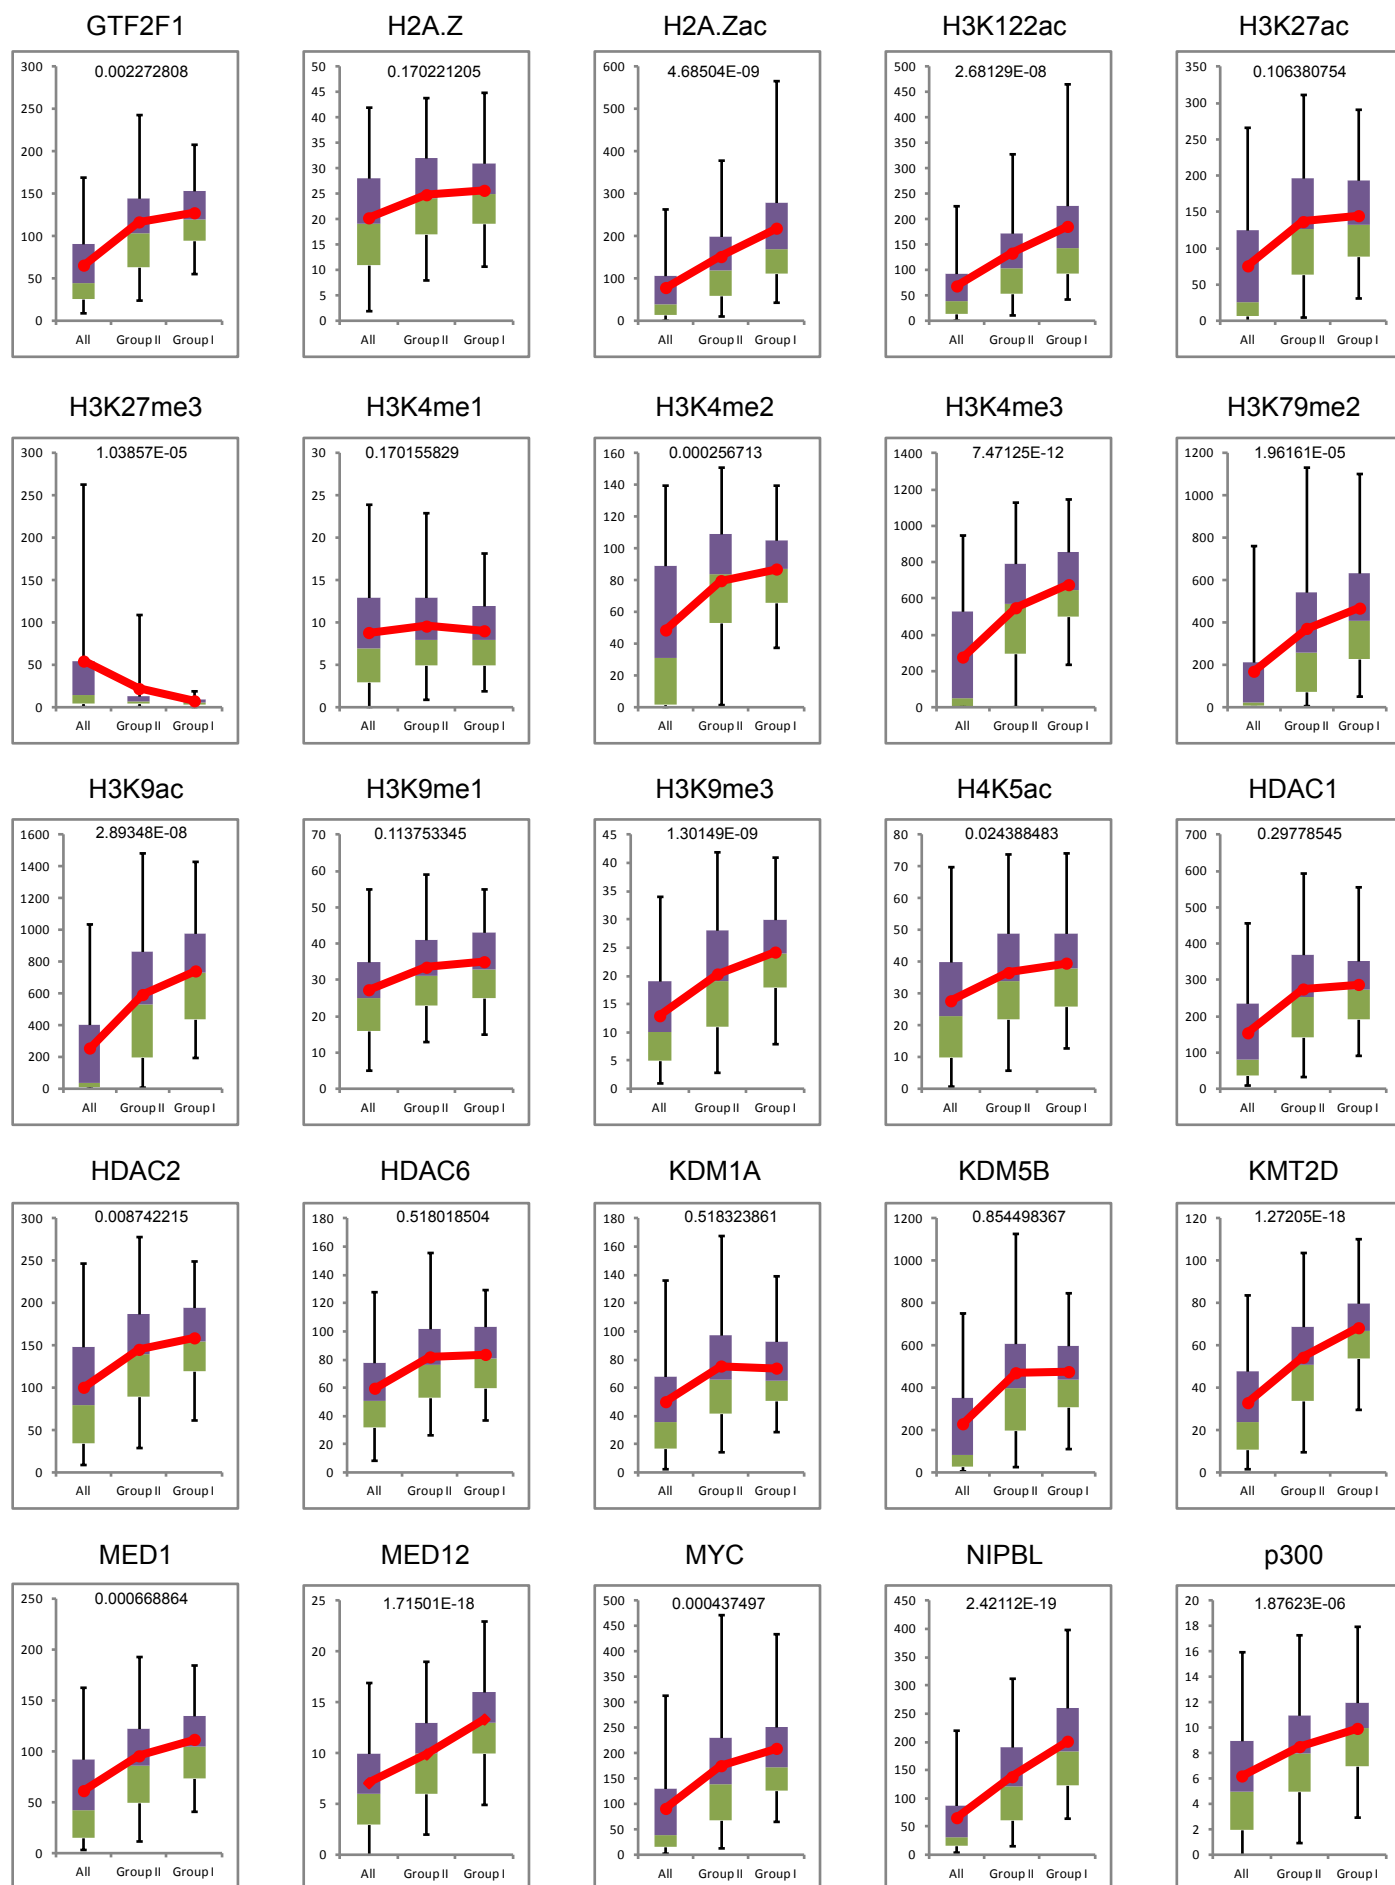

RNA Polymerase II  
Serine 5 phosphorylated

PCAF

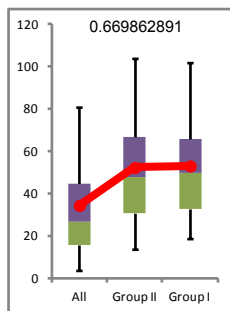

PHF8

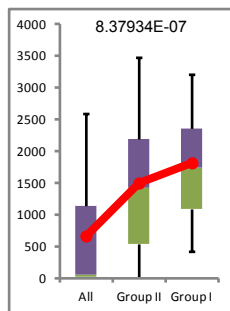

RNA Polymerase II

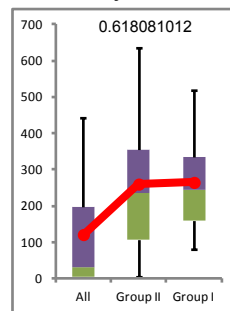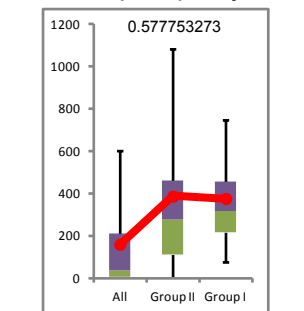

RAD21

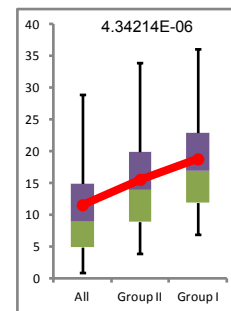

RBBP5

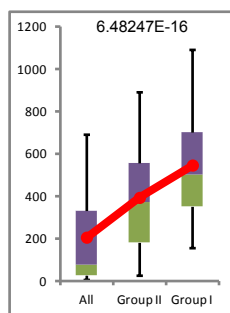

SETDB1

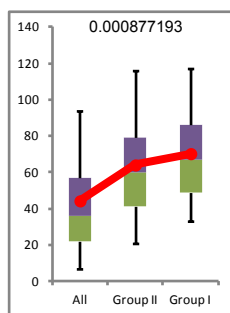

SIRT6

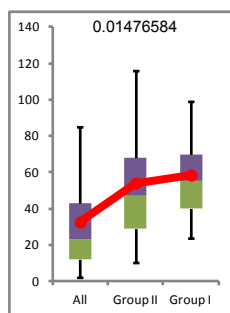

SMC1A

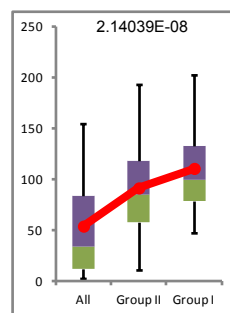

SMC3

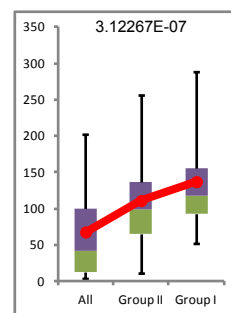

TAF1

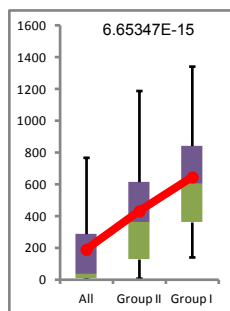

TAF7

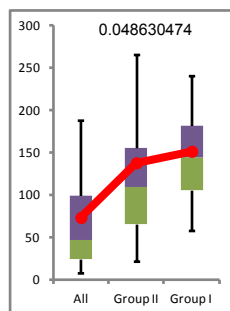

TBP

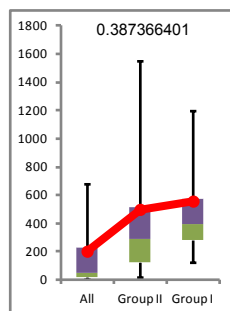

XPB/ERCC3

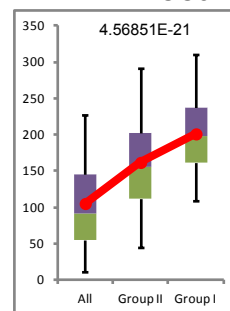

XPB/ERCC2

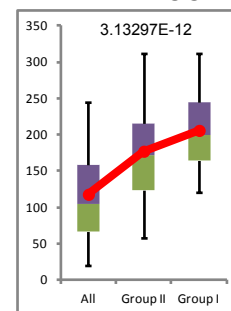

YY1

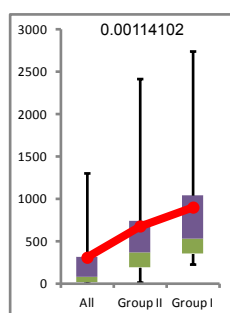

ZNF143

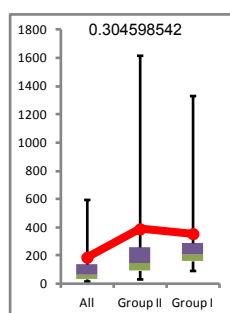

Tags per promoter

How the deposited data were processed for this re-analysis (not part of the article)

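RNA from PC3 cells with shRNA against ALKBH3 or against GFP, taken after selection for 48 h or 96 h, had been measured on 4 single-colour Agilent arrays, 1 for each shRNA and time point. The time points are the only repeat of each shRNA, and the number of arrays limits the precision of every value. The labels name the shRNA and the time point of each array and do not say which ALKBH3 shRNA was used.

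For each array the authors deposited spot intensities that the Agilent image software (version 10.7.3.1 in the file headers) had made by subtracting the background, removing spatial trends and setting a floor on that array alone, with no normalization between arrays. The authors also deposited a table of log2 intensities that they had normalized between the 4 arrays, with spots of a probe averaged; its sorted values are nearly equal across arrays, as after quantile normalization, and the methods name limma for this step without the method within it. The main results start from the spot intensities and the authors' table serves as an alternative.

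Each array holds 44495 spots, of which 43118 are not controls and belong to 34127 probes. Spots that the software marked as not uniform or as outliers, between 180 and 379 on an array, were removed, and 0 spots were saturated. The intensity at the 75th percentile was 2150 and 2286 with control and ALKBH3 shRNA at 48 h and 2340 and 2394 at 96 h. Log2 intensities were centred on that percentile, and spots of a probe were averaged. A probe counted as well above background on an array when the software said so for at least 0.5 of its spots, and probes that did on both arrays of at least 1 shRNA were tested. Of 9217 probes that the RefSeq gene table of GRCh38.p14 did not name, none was used; that table served for names and for the chromosome of the group I genes only. The named probes stand for 19102 genes.

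R 4.3.3, limma 3.58.1 and data.table 1.17.8 were used. ALKBH3 shRNA was compared with control shRNA by lmFit and eBayes without a covariate. Genes were called at a log2 fold change of at least 1 in size and an unadjusted p below 0.05, the cutoffs of Fig. 3, and p-values were also adjusted by the Benjamini-Hochberg method over all genes tested. Lists of genes were compared by camera, by fry and against 10000 random lists drawn from 20 bins of mean signal, and the called genes by one-sided Fisher's exact tests against all genes tested. Fold changes at a single time point compare 1 array with 1 array and carry no test.

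The lists were group I of Table S4 and the interferon, interleukin and chemokine families, adjusted together, and the AlkB family, ribosomal protein, p53 target, proliferation, NF-kB target and housekeeping genes and the qRT-PCR panel, adjusted together. The median log2 fold change was -0.03 for 81 ribosomal protein genes (limma camera adjusted p = 0.260) and -0.02 for 10 housekeeping genes (limma camera adjusted p = 0.857). The genes drawn in Fig. 3e were described and not tested as a list, since they had been picked from the same arrays. The text names the genes that the paper names or draws and the 5 largest rises and 5 largest falls among genes past the cutoffs with the same direction at both time points. The comparisons, lists, rule for named genes and alternatives were fixed before the data were examined, apart from those described in the closing section as chosen later.

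The alternatives were normexp background correction (offset 50) with or without quantile normalization, quantile normalization, centring on the median, the 75th percentile over probes well above background on all arrays, the authors' normalized values, no filter on dim probes, a filter on all 4 arrays, the mean over the probes of a gene, probes in place of genes, time point as a replicate block, the methods' t-test, a 1.5-fold cutoff, a 2-fold change at both time points with no test, other tests for lists, and leaving out each array. The normexp step used the median of the pixels of a spot, since the mean is not a column of the spot tables.

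The steps were tested on simulated data made from the 4 arrays, in which 200 of 14556 genes were changed by a log2 value of between 1.5 and 2.5. The cutoffs called 98% of these with the right direction and 61 unchanged genes, and 72.5% of the changed genes and 2 unchanged genes passed the adjusted p. In a second simulation that kept the differences between time points, the fit with time point as a block passed 51.5% of the changed genes and 1 unchanged gene at the adjusted p, and the fit without it 62.5% and 0. The real arrays went the other way: 0 genes passed without the block, and 431 higher and 218 lower genes passed with it. The simulated noise was independent between genes, so these rates may not hold for the real arrays.

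ChIP-seq data, group II promoters, gene ontology classes and the qRT-PCR values are not analysed here. IFI27, NFKB2 and DBIL5P2 were not named by the gene table through the array annotation, and 6 of 266 genes of Table S4 were not matched.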

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

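The tests of array scaling and of dim probes and the set tests with a replicate block for the NF-kB target genes were chosen only after their rise was seen, while the list and its comparison were planned.

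The paper does not discuss NF-kB targets as a group. A list of 17 tested genes known as targets of NF-kB, a transcription factor that drives inflammatory genes, had a median log2 fold change of 0.60 after ALKBH3 knockdown, with 15 genes higher (limma camera adjusted p = 9.32e-07 over 7 lists). This call does not hold under fry (adjusted p = 0.471) or with the correlation between genes estimated from the arrays (adjusted p = 0.688). The estimate was 0.74, where it takes in the change between time points, and 0.029 with time point as a replicate block. With time point as a replicate block, set tests chosen after seeing the data gave limma adjusted p-values of 1.50e-06 for camera, 0.161 for fry and 0.730 with the estimated correlation. In limma 5 genes passed when adjusted over the list alone, 0 over all genes tested, and 8 had an unadjusted p below 0.05. With the block, 9 passed over all genes tested, 8 of them higher. Of the list, 7 genes are in the chemokine family, 2 in the interleukin family and 0 in the interferon family, and 0 are in group I. Without the 96 h control array the median of the 17 genes was 0.31, but that fit no longer compares the shRNAs within slides. The result was singled out because it appears in genes outside those the paper discusses: the 13 genes that neither the text nor Fig. 3e names had a median of 0.52, with 12 higher at both time points and medians of 0.46 at 48 h and 0.47 at 96 h. Without the 96 h control array the median of these 13 genes was 0.27, and with the other arrays left out it was between 0.42 and 0.60. Without the chemokines among them it was 0.32 over 7 genes, 6 of them higher.

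The values argue against scaling between arrays, since the median of the 17 genes was 0.52 after quantile normalization and 0.57 after median centring. The median of all genes stayed between -0.03 and 0.02, and the ribosomal protein and housekeeping genes stayed near 0. Dim probes are not the whole cause either, since the 16 genes well above background on all 4 arrays had a median of 0.56. The size of the rise does depend on background correction. The median of the 17 genes was 0.31 after normexp, 0.32 after normexp and quantile normalization and 0.39 with the authors' normalized values. The planned comparison asked whether the list rises, and its median of 0.60 answers that question alone: whether NF-kB or another regulator of the same genes drives the rise was not tested. The fold change did not decline from 48 h to 96 h, with medians of 0.53 and 0.51. Gene by gene the median difference, 48 h minus 96 h, was -0.135, with 11 of 17 genes larger at 96 h. Of random lists of similar signal, 95% lay between -0.113 and 0.118, and the difference was not tested across arrays. The signal did decline, by -0.38 in control cells, in 17 of 17 genes, and by -0.37 with ALKBH3 shRNA, in 13 of 17. The fall in control cells is thus shared with the interferon family. What stays open is whether the rise of this list belongs to the loss of ALKBH3 or to the shRNA. The arrays compare an ALKBH3 shRNA that the labels do not name with the control shRNA alone. The paper's qRT-PCR used independent ALKBH3 shRNAs, with ALKBH2 shRNA for comparison, but on interferon stimulated genes and not on this list (Fig. 3d). The small number of arrays also leaves the set test dependent on the assumed correlation between genes, with the block as without it.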

How the results depend on the processing

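The alternatives that combine the authors' normalized values with no filter, or the replicate block with fry or the estimated correlation, were chosen after the data were seen; the others were planned. With an array left out, the lone array of that shRNA is assumed to vary like the other pair. The shRNAs are then no longer compared within slides, so the change between time points enters the fold changes.

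The count of higher genes, 151, lay within 1.5 times of its value in 9 of 16 other settings, and the count of lower genes, 34, in 7 of 16. The higher genes fell to 62 after normexp, 63 after normexp and quantile normalization, 88 with the authors' normalized values, 100 with a filter on all 4 arrays and 45 with the methods' t-test, and rose to 276 with no filter and 415 with a 1.5-fold cutoff. The lower genes were 22 after normexp, 21 after normexp and quantile normalization, 15 with the methods' t-test and 21 for a 2-fold change at both time points with no test, and 56 with no filter, 54 when probes were counted and 187 with a 1.5-fold cutoff. With the authors' values and no filter, a pair of settings chosen after seeing the data, there were 132 higher and 53 lower genes, or 176 and 75 probes. Leaving out each array gave between 148 and 381 higher and between 30 and 90 lower genes. More genes were higher than lower in every setting listed, with a share of higher genes between 64.9% without the 96 h control array and 92.7% without the 96 h array of ALKBH3 shRNA. Of the 62 genes higher after normexp, 49 are among the 151, as are 115 of 120 after quantile normalization and 72 of 88 with the authors' values. Fewer genes are tested with a filter on all 4 arrays and more with none; for the other shifts the cause was not tested.

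The count past the adjusted p was 0 in either direction in 10 of 11 other settings and with each array left out, and with time point as a replicate block 431 higher and 218 lower genes passed. Among the 24 interferon family genes, 11 were higher; the methods' t-test called 0, the other settings between 7 and 16, and leaving out an array between 3 and 21. The number of group I genes among the higher genes was 0 after normexp, normexp and quantile normalization, with the authors' values, the mean over probes and the methods' t-test, 1 in the other settings and between 0 and 1 with an array left out, and it was significantly lower than chance would give by Fisher's exact test when either array of ALKBH3 shRNA was left out.

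The group I median changed sign, to 0.011, with the 75th percentile over probes well above background on all 4 arrays and was between -0.04 and 0.011 over the settings, and it was not past the adjusted p in any of them. The medians of the interferon (1.39), interleukin (0.18) and chemokine (0.185) families are the same under fry and under camera with estimated correlation, but were then not past the adjusted p, either without the block or with it, the latter chosen after seeing the data. The interleukin median was 0.077 after normexp and 0.090 after normexp and quantile normalization, also not past it; the cause was not tested. The interferon median was between 1.35 and 1.41 over the settings and between 0.72 and 1.99 with an array left out.

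The difference of the interferon family between 48 h and 96 h was 0.89 after normexp, 0.92 after normexp and quantile normalization, 0.92 with the authors' values and 0.91 with the mean over probes, and at least 0.80 in every setting. The interleukin difference changed sign, to 0.025, 0.016 and 0.028 under the first 3 of these, 0.034 with no filter and 0.0093 with a filter on all 4 arrays; all lie within the range that random lists had in the main setting. Leaving out an array gives no value for these differences, and the block does not apply to them. The group I signal above all genes was 2.48 with no filter, which adds dim genes to the background, and between 1.03 and 1.25 in the other settings.

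ALKBH3 stayed between -1.94 and -1.60 and CSF2 between 1.98 and 2.60 with all 4 arrays, and with an array left out between -1.70 and -1.55 and between 2.29 and 2.87. Of 80 named genes, between 63 and 77 kept direction and call in each setting other than leaving out an array, and between 55 and 67 with an array left out. IL18R1, near 0 in the main setting, was -0.028 after normexp, -0.0059 after quantile normalization, -0.027 after both and -0.036 with the authors' values, and between -0.28 and 0.35 with an array left out. The ranges with an array left out crossed 0 also for SP100 (-0.15 to 0.41), IL15RA (-0.050 to 0.58) and IL6ST (-0.15 to 0.45). TSBP1 was -0.11 with no filter and between -1.17 and 2.80 with an array left out, where another probe can be chosen for the gene. Signal over background limits the genes that are dim in control cells, for which a fold is only a lower limit: 96 of the 151 higher genes and 30 of the 34 lower genes were well above background on all 4 arrays.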

Differences from the paper's values

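No test in this part was chosen after a result was seen, except where a sentence says so.

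The paper reports 58 downregulated genes, and 34 were found here. The alternatives set before the data were examined that come within 1.5 times of the paper's count are quantile normalization (40), median centring (43), no filter (56), time point as a replicate block (40), probes counted in place of genes (54) and leaving out the control array of 48 h (54) or of 96 h (80). Those that do not are normexp (22), normexp and quantile normalization (21), the 75th percentile over probes well above background on all arrays (32), the authors' normalized values (32), a filter on all 4 arrays (31), the mean over the probes of a gene (31), the methods' t-test (15), a 2-fold change at both time points with no test (21), a 1.5-fold cutoff (187) and leaving out the ALKBH3 shRNA array of 48 h (90) or of 96 h (30). The authors' values with no filter, chosen after seeing the values, gave 53 genes or 75 probes.

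For ALKBH3 the paper's log2 fold change is about -1.9 in Fig. 3a, read by eye, and the value here is -1.63. The settings whose value falls within the standard error of the paper's are normexp (-1.81), normexp and quantile normalization (-1.81), the authors' normalized values (-1.94) and the mean over the probes of the gene (-1.84). Quantile normalization, median centring, the percentile over probes well above background on all arrays, both filters, the block and each array left out do not reach it, with values between -1.70 and -1.55.

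For CSF2 the paper's log2 fold change is about 2.3 in Fig. 3a, read by eye, and the value here is 2.58. The authors' normalized values (2.31) and leaving out the 96 h control array (2.29) come within the standard error. The other settings, from 1.98 after normexp to 2.87 without the 48 h control array, do not.

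Fig. 3a marks RSAD2 and OASL among the genes past the cutoffs. Here RSAD2 had a log2 fold change of 2.26 and OASL of 1.96, with unadjusted p-values just above 0.05, and neither was called. Both were called after normexp, after normexp and quantile normalization, with the authors' normalized values, with time point as a replicate block and without the 96 h array of ALKBH3 shRNA. RSAD2 was called also after median centring and without the 48 h control array.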

Other observations

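The tests chosen only after the results were seen are those of dim probes for the excess of higher genes, of the proliferation list with a replicate block, and of scaling and slides for the fall of the interferon family in control cells.

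The interferon family rose more at 48 h than at 96 h. A rise of these genes in the control cells between the time points cannot be the source, since their median change there was -0.43, in the opposite direction. Scaling between arrays is unlikely, since the larger of the median differences between time points in the ribosomal protein and housekeeping lists was -0.11, in the other direction and far smaller. Dim probes are excluded as the source, since all 24 genes were well above background on all 4 arrays. A weaker knockdown at 96 h stays open: the log2 fold change of ALKBH3 was -1.51 at 96 h against -1.74 at 48 h on its main probe but -2.07 against -2.03 on another. The negative feedback that the paper proposes was not tested by these arrays.

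The interferon family also fell from 48 h to 96 h in control cells, in 23 of 24 genes, where random lists of similar signal lay between -0.14 and 0.07. Scaling between arrays does not account for it, since the smallest fall over the scalings was -0.38 and the ribosomal protein and housekeeping genes changed by -0.09 and 0.09. A difference between slides cannot be told apart from the time point, because each slide holds 1 time point: 2678 genes had an unadjusted p below 0.05 between the slides, against 1213 between the shRNAs. An explanation that stays open and was not tested is a response of both groups of cells to the infection that fades with time, and the fall of -0.43 in control cells would be its part without ALKBH3 knockdown.

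More genes were higher than lower after ALKBH3 knockdown, 151 against 34. Of the 3 ways to split the 4 arrays into pairs, 1 gave as many genes past the cutoffs, the split by shRNA; the split by time point, which is also that by slide, gave 114, of which 18 were higher and 96 lower at 96 h, so an excess in 1 direction is not particular to the shRNA, and the crossed split gave 0. With 3 splits chance cannot be excluded this way. The interferon response is not the whole excess, since 140 of the higher genes and all 34 lower genes lie outside that family. Dim probes are not the whole cause either, since with probes well above background on all 4 arrays 100 genes were higher and 31 lower, and after normexp 62 and 22.

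The paper speculates that the inflammatory response may follow indirectly from an accumulation of DNA damage. A list of 20 p53 target genes had a median log2 fold change of -0.014, with 10 genes higher (limma camera adjusted p = 0.339). With time point as a replicate block 1 of them, ZMAT3, passed limma's adjusted p, and it was lower (log2 fold change -0.88). The members go both ways, so the list does not decide for or against a p53-driven response, and PC3 cells were not checked for a working p53 here. Damage signalling that does not pass through p53 was not tested.

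Slower cycling after knockdown would lower proliferation genes. The median log2 fold change of 20 such genes was 0.10, with 17 higher (limma camera adjusted p = 0.514), and it stayed above 0 under each scaling, with 14 genes higher after median centring, so no fall was seen. In a model with time point as a replicate block, chosen for this list after seeing the data, the limma adjusted p was 0.127 by camera and 0.00992 by fry, in the direction of a rise. From 48 h to 96 h these genes rose with either shRNA, by a median of 0.68 in control cells and 0.68 in ALKBH3 shRNA cells, in 20 of 20 control genes and between 0.65 and 0.73 in control cells over the scalings. That change between time points is also one between slides.

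An effect of the shRNA on other AlkB family genes was looked for in 8 of them. Their median was -0.12 (limma camera adjusted p = 0.244), and the largest absolute log2 fold change was 0.21, in ALKBH7, so none changed 2-fold. ALKBH2, whose knockdown the paper uses for comparison, had a log2 fold change of 0.04.

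Of 17 interferon genes on the arrays, 7 were well above background on at least 1 array and 6 were tested. IFNB1 was well above background on the 48 h array of ALKBH3 shRNA alone, at least 2.65-fold higher than in control cells at 48 h, and no fold is given at 96 h. IFNL1 had a log2 fold change of 1.09 at 48 h, and at 96 h its signal was not well above background on the control array. IFNL2 had 1.32 and 0.08, and its probe can bind transcripts of its near-identical copy IFNL3. IFNE and IFNA4 showed no such rise, with -0.14 and -0.02 for IFNE and -0.02 and 0.14 for IFNA4. IFNA2 had -0.14 at 96 h, and its signal was not well above background on the 48 h control array. IFNA7 was dim on both control arrays and at least 1.38-fold higher at 48 h. These genes were looked at one by one and not tested as a list.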
